# Transcriptomic Analysis of *Pichia pastoris* (*Komagataella phaffii*) GS115 During Heterologous Protein Production Using a High-Cell-Density Fed-Batch Cultivation Strategy

**DOI:** 10.3389/fmicb.2020.00463

**Published:** 2020-03-20

**Authors:** Chengbo Zhang, Yu Ma, Huabiao Miao, Xianghua Tang, Bo Xu, Qian Wu, Yuelin Mu, Zunxi Huang

**Keywords:** *Pichia pastoris* (*Komagataella phaffii*), high-cell-density fed-batch cultivation, RNA-seq, MAPK signaling pathway, methanol induction, heterologous protein production

## Abstract

*Pichia pastoris* (*Komagataella phaffii*) is a methylotrophic yeast that is widely used in industry as a host system for heterologous protein expression. Heterologous gene expression is typically facilitated by strongly inducible promoters derived from methanol utilization genes or constitutive glycolytic promoters. However, protein production is usually accomplished by a fed-batch induction process, which is known to negatively affect cell physiology, resulting in limited protein yields and quality. To assess how yields of exogenous proteins can be increased and to further understand the physiological response of *P. pastoris* to the carbon conversion of glycerol and methanol, as well as the continuous induction of methanol, we analyzed recombinant protein production in a 10,000-L fed-batch culture. Furthermore, we investigated gene expression during the yeast cell culture phase, glycerol feed phase, glycerol-methanol mixture feed (GM) phase, and at different time points following methanol induction using RNA-Seq. We report that the addition of the GM phase may help to alleviate the adverse effects of methanol addition (alone) on *P. pastoris* cells. Secondly, enhanced upregulation of the mitogen-activated protein kinase (MAPK) signaling pathway was observed in *P. pastoris* following methanol induction. The MAPK signaling pathway may be related to *P. pastoris* cell growth and may regulate the alcohol oxidase1 (*AOX1*) promoter via regulatory factors activated by methanol-mediated stimulation. Thirdly, the unfolded protein response (UPR) and ER-associated degradation (ERAD) pathways were not significantly upregulated during the methanol induction period. These results imply that the presence of unfolded or misfolded phytase protein did not represent a serious problem in our study. Finally, the upregulation of the autophagy pathway during the methanol induction phase may be related to the degradation of damaged peroxisomes but not to the production of phytase. This work describes the metabolic characteristics of *P. pastoris* during heterologous protein production under high-cell-density fed-batch cultivation. We believe that the results of this study will aid further in-depth studies of *P. pastoris* heterologous protein expression, regulation, and secretory mechanisms.

## Introduction

*Pichia pastoris* (*Komagataella phaffii*) is a methylotrophic yeast species that has been shown to efficiently produce exogenous proteins. This species exhibits many of the advantages normally associated with *Escherichia coli* expression systems (Morton and Potter, 2000) while overcoming many of the deficiencies associated with *Saccharomyces cerevisiae* systems (Tran et al., 2017). *P. pastoris* has a strong alcohol oxidase1 (*AOX1*) promoter and performs post-translational folding and eukaryotic posttranslational modifications, such as glycosylation, disulfide bond formation, proteolytic modification, and targeted subcellular compartments. *P. pastoris* is suitable for the expression of high levels of foreign genes and is currently used to produce various industrial enzymes and pharmaceutical proteins (Hosseini et al., 2018; Wang Y. C. et al., 2019).

However, there are many limitations associated with industrial enzyme production using *P. pastoris* including the requirement for the flammable chemical methanol to induce expression, extended fermentation times, and low expression levels. Thus, it is imperative that further efforts are made to improve levels of expression exhibited by the analyzed strain. With this in mind, many researchers have conducted experiments that have resulted in the improvement of protein stability through rational design (Han et al., 2017, 2018), the development of strong promoters (Portela et al., 2018; Prielhofer et al., 2018; Ergun et al., 2019; Wang J. et al., 2019), the optimization of protein secretion (Barrero et al., 2018; Nguyen et al., 2018), the alteration of protein glycation in *P. pastoris* (Pekarsky et al., 2018), and co-expression of transcription factors (Chang et al., 2018; Dey et al., 2018). Furthermore, increasing productivity during scale-up of processes largely depends on trial and error; process optimization has been somewhat refined through the deployment of multifactorial experimental design (Ben Azoun and Kallel, 2017).

In recent years, several comprehensive, system-level approaches have been adopted to better understand the role of cellular networks for recombinant protein production. In a study performed by Liang et al. (2012), a comparative analysis between glycerol-mediated chemostat cultivation and methanol-mediated chemostat cultivation revealed that transcriptional regulation and ribosomal synthesis were the main biological processes that were stimulated when methanol was the sole carbon source. These results suggest that *P. pastoris* may exhibit reduced transcription for some less important native genes, thereby facilitating the increased generation of energy and substrates for the expression of the heterologous gene (Liang et al., 2012).

A fermentation and proteomic study by Vanz et al. (2012) reported that the degradation of recombinant protein may be initiated during the glycerol-fed phase. Specifically, their report suggested the modest increase in the methanol assimilatory enzyme level, as compared to the strong increase observed for methanol dissimilatory enzymes, likely results in methanol incorporation into the resultant product through metabolic enhancement of the methanol assimilatory pathway (Vanz et al., 2012).

Hesketh et al. (2013) investigated the physiological response of *P. pastoris* to heterologous expression using sorbitol and sorbitol plus methanol cultures; they observed that a marked, but temporary, stress response involving both UPR and ER-associated degradation pathways was observed during the transient phase between steady states for the different carbon sources. These results show that optimal production of heterologous protein could best be achieved by a continuous process, which minimizes the number of methanol-induced transient phases experienced by the cultures (Hesketh et al., 2013).

A study performed by Prielhofer et al. using *P. pastoris* cultures supplemented with different carbon substrates showed that although the cell growth rates were low, global translation was most prevalent in methanol-grown *P. pastoris* cells, followed by cells grown in excesses of glycerol or glucose. Although extensive transcriptional regulation was observed for cells grown on different carbon sources, transcript-specific translational responses were minimal. Moreover, a high proportion of mRNAs associated with polysomes in methanol-grown cells was also observed during the afore-mentioned study; this result indicates that high productivity during methanol induction is directly related not only to promoter strength but also to the growth conditions (Prielhofer et al., 2015). However, Cámara et al. (2017) found that the increased dose of *AOX1* promoter-regulated expression cassettes causes transcriptional attenuation of peroxisome biogenesis and methanol metabolism in *P. pastoris*; these phenomena occurred concomitantly with reduced secretion of the heterologous product. Therefore, because of the advantages associated with fed-batch cultures (Pedersen et al., 2000), high-cell-density fed-batch cultivation encompassing four stages, namely, yeast cell culture phase, glycerol feed, GM phase (Cos et al., 2006; Potvin et al., 2012), and methanol induction phases is desirable for analyzing the synthesis of recombinant proteins and investigating responses to various carbon sources.

In this study, we performed fermentation reactions using a previously constructed high-yield phytase-producing genetically engineered strain using high-cell-density fed-batch cultivation. Unlike previous studies, we utilized a GM stage prior to the methanol growth stage. In addition, we investigated gene expression in this strain at each fermentation stage using RNA-Seq. We found that the addition of the GM stage in our fed-batch culture may help to alleviate the adverse effects of methanol on *P. pastoris* cells, and this may also be conducive to the production and secretion of recombinant proteins. Furthermore, many metabolic pathways, including carbon metabolism, oxidative stress response, MAPK signaling pathway, UPR and ERAD pathways, and the autophagy pathway, were explored by transcriptomic data analysis. This study provides us with important information that will facilitate further in-depth studies pertaining to *P. pastoris* foreign protein expression, regulation and secretory mechanisms.

## Materials and Methods

### Strain and Fermentation

The Mut^+^ strain of *Pichia pastoris* (*Komagataella phaffii*) GS115 (His4) was used to express *Aspergillus niger* PhyA phytase under the control of the inducible AOX1 promoter. The alpha-mating factor secretion signal of *S. cerevisiae* was also incorporated into the plasmid construct (Han et al., 2018). *P. pastoris* was grown in liquid and solid media during fermentation in accordance with the procedure used by Rahimi et al. (2019) with slight modifications.

The resultant recombinant *P. pastoris* was inoculated in a 1-L Erlenmeyer flask with 200 mL of standard medium (1.34% [w/v] yeast nitrogen base, 2% [w/v] peptone, 1% [w/v] yeast extract, 0.4 mg/L biotin, and 100 mM potassium phosphate [pH 6.0]) containing 1% (w/v) glycerol (Buffered Glycerol-complex Medium). The inocula were placed in an incubator shaker at 29°C/250 rpm for 36–38 h until a wet cell weight of 30 g/L was achieved.

Seed-scale batches were fermented in two stages, namely, using 50-L and 500-L fermenters. The seed-scale batch medium used (50 L) contained the same components as the standard medium in the 1-L Erlenmeyer flask. The prepared pre-culture containing 30 L of sterilized fermentation media was used to inoculate a 50-L fermenter. Fermentation was conducted in a bioreactor in batch mode at 30°C/350 rpm and a pH of approximately 4.5 with the addition of 20% w/v ammonia solution until wet cell weight reached 61 g/L. The seed-scale batch (500 L) contained 300 L of sterilized fermentation media. Each liter of fermentation culture media contained 5.0 mL of H_2_SO_4_, 40 mL of glycerol, basal salt medium (comprising 4.13 g of KOH, 14.9 g of MgSO_4_⋅7H_2_O, 18.2 g of K_2_SO_4_, 0.93 g of CaSO_4_, 26.7 mL of 85% H_3_PO_4_) (Stratton et al., 1998), trace mineral mix (65.0 g of FeSO_4_⋅7H_2_O, 20.0 g of ZnCl_2_, 0.5 g of CoCl_2_, 0.02 g of H_3_BO_3_, 0.2 g of Na_2_MoO_4_⋅2H_2_O, 3.0 g of MnSO_4_⋅H_2_O, 0.08 g of NaI, 6.0 g of CuSO_4_⋅5H_2_O), and glucose-vitamin mix (128 mg of C_6_H_12_O_6_, 12.8 mg of C_18_H_32_CaN_2_O_10_, 64 mg of K_2_HPO_4_, 12.8 mg of C_8_H_9_NO_3_⋅HCl, 12.8 mg of D-biotin, 0.2 g of nicotinic acid [vitamin B3], and 3.2 mg of thiamine hydrochloride [vitamin B1]). Fermentation in the bioreactor was conducted in batch mode at 30°C/250 rpm and a pH of approximately 4.5 with the addition of 20% w/v ammonia solution until wet cell weight reached 64 g/L.

The fermenter (10,000 L) for the yeast cell culture (10,000 L) contained 5000 L of sterilized fermentation media. The medium used was the same as that used for the 500-L seed-scale batch. Fermentation in the bioreactor was conducted in fed-batch mode with the addition of 20% w/v ammonia solution at 30°C and a pH of approximately 4.7–5. The rotational speed of the impeller was 160 rpm and the air flow was controlled at 180 cm^3^/h during fermentation. This fermentation process consisted of four steps; the first step, the glycerol batch cultivation step, was required to facilitate the growth of *P. pastoris* and was conducted over approximately 12 h until wet weight = 47.2 g/l. Next, the fed-batch cultivation phase, which encompassed the second to the fourth stages, was initiated. In the second stage, dissolved oxygen (DO) levels reached 100% saturation and were maintained at these levels for 2 h. We subsequently injected 250 L of 50% glycerol into the media at a flow rate of 50 L/h for 5 h until a wet weight of 140–150 g/l was reached; DO was maintained at 20–30% saturation during the entirety of the second step. In the third stage, we injected 250 L of 50% glycerol-20% methanol mixture into the glycerol-methanol feed at a flow rate of 50 L/h for 5 h until a wet weight of 140–160 g/l was achieved. In the fourth stage, the methanol feed was injected with 15 L/h methanol. Fed-batch fermentation was conducted with the addition of 20% v/v ammonia under approximately constant DO (20–30%) at 30°C and a pH of approximately 4.7–5. The fourth stage lasted for 120–150 h. The reaction was performed using the DO cascade mode with the agitation speed adjusted to 150–180 rpm and inlet air to 1–1.2 VVM. The physical pressure of the entire fed-batch culture stage was maintained at 0.05 MPa.

### RNA-Seq Sample Preparation

Samples from the yeast cell culture phase, second phase, third phase, and fourth phase at different time points were obtained and centrifuged, and the supernatant was removed. The cells were immediately frozen in a liquid nitrogen tank, and the samples were collected and sent to Novogene Technology Co., Ltd (Beijing, China) for RNA extraction and transcriptome sequencing.

### RNA Sequencing and Data Analysis

For Illumina sequencing, the extraction, quantification and identification of total RNA was performed in accordance with procedures outlined by Liang et al. (2012). The cDNA library was constructed using a method published by Zou et al. (2016). The cDNA was subsequently sequenced on an Illumina NovoSeq 6000 platform. Quality control of raw data (raw reads) was performed according to the standard methods of Novogene Technology Co., Ltd (Yu et al., 2014).

Reference genome and gene model annotation files were directly downloaded from a genome website^1^. A reference genome index was generated, and paired-end clean reads were aligned to the reference genome using Hisat2 v2.0.5. Hisat2 was selected as the mapping tool because it can generate a database of splice junctions based on gene model annotation files; thus, this tool achieves more optimal mapping results than other non-splice mapping tools. All of the genes of interest in this study were compared and revised based upon the annotations of the three curated reference genomes of CBS7435 (Supplementary Tables S1–S4; Valli et al., 2016). The gene expression data generated during this study have been submitted to the Gene Expression Omnibus (GEO) database of NCBI; a GEO accession number GSE142326 was assigned to these data^2^.

We performed differential gene expression analysis based on the research method of Liang et al. (2012). We subsequently used the clusterProfiler R package to evaluate the statistical enrichment of differentially expressed genes in KEGG pathways^3^.

### Enzyme Activity

Phytase activity was measured from the culture supernatant using a modified molybdenum blue method (Lahti and Heinonen, 1981). This process was conducted at 700 nm using colorimetrical quantification of free phosphorus released during phytate hydrolysis and ammonium molybdate as the color reagent. The standard enzymatic reaction was carried out at 40°C for 30 min in a reaction mixture containing the prepared enzyme (200 μl) and substrate solution (800 μl) with 4 mM CaCl_2_, 100 mM Tris-HCl buffer (pH 6), and 1 mM sodium phytate. The reaction was terminated by adding 1 mL of 5% (w/v) trichloroacetic acid. The concentration of released inorganic phosphate was determined by adding 1 mL colorant, which consisted of 3.5% (v/v) sulfuric acid, 0.54% (w/v) ferrous sulfate and 1.2% (w/v) ammonium molybdate. Measure the absorbance at 700nm.

## Results

### A Fed-Batch Culture System Used to Explore the Effects of Inducing Heterologous Expression of Phytase in *P. pastoris*

*Pichia pastoris* is mainly used for the industrial production of enzymes and pharmaceutical proteins. By comparing recent transcriptomics or proteomics studies pertaining to the expression of recombinant proteins in *P. pastoris* (Liang et al., 2012; Vanz et al., 2012; Hesketh et al., 2013), we identified studies where fermentation was conducted through direct methanol culture or the addition of methanol to glycerol-mediated growth cultures. However, it should be noted that the results of laboratory studies can be inconsistent with the results of large-scale fermentations. In addition, methanol addition can induce the expression of recombinant proteins, but can also have negative impacts including reductions in the growth rate of *P. pastoris*, the inability of recombinant proteins to fold efficiently, and the degradation of recombinant proteins (Liang et al., 2012). Therefore, we utilized 10,000 L of a high-cell-density fed-batch cultivation for phytase heterologous production; we added a GM phase (Cos et al., 2006; Potvin et al., 2012) between the glycerol growth stage and the pure methanol addition stage to improve the adaption of *P. pastoris* to the methanol environment. The latter addition was based upon previous data generated from a 100-L fermentation (Supplementary Figure S1) and data generated during previous studies (Jordà et al., 2013; Rußmayer et al., 2015).

Transcriptomics analysis was used to investigate the physiological response of *P. pastoris* to the various carbon sources. Each culture was sampled at intervals; samples were taken from the yeast cell culture growth fermentation at 10 h (designated B_10), glycerol growth at 3 h (designated G_3), glycerol and methanol mixture addition culture at 2 h (designated GM_2), and pure methanol addition culture at 12-h intervals (designated M_12, M_24, M_36, M_48, M_60, M_72, M_84, M_96, M_108, and M_120). 

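RNA of 13 samples of the methylotrophic yeast P. pastoris GS115, which produced a recombinant phytase, was sequenced. The paper describes them as samples of 1 fermentation. The yeast cell culture (B_10), the glycerol feed (G_3) and the glycerol-methanol feed (GM_2) are represented by 1 library each, and the methanol induction phase by 10 libraries taken 12 h apart, from M_12 to M_120. The sample labels describe B_10 as a bench-scale batch; if they are right, every fold change against B_10 also compares fermentation scales. No condition has a replicate, and the methanol libraries are serial samples of 1 culture, so their spread describes variation over time and between libraries, not between fermentations. The authors aligned paired-end reads with Hisat2 2.0.5 and deposited FPKM, the number of fragments per kilobase of transcript, scaled to the size of the library, for 5439 genes and transcripts. Low FPKM values are whole multiples of 1 fragment, within 0.01 fragments for 86.4 to 96.1% of the values checked in each library. From this step, each library was found to hold from 23594590 fragments (M_96) to 42750724 fragments (B_10) with a median of 29051532, and no methanol library more than 37087824. The 5100 genes with a mean FPKM of at least 1 over the 13 libraries were kept, and all fold changes are differences of log2(FPKM + 1). A gene was called higher or lower in methanol induction when its log2 fold change against B_10 was at least 1 in the same direction in all 10 methanol libraries, and in the glycerol or glycerol-methanol feed when its single library passed. No p-value was computed for these comparisons, since none has replicates. Values for methanol induction are medians over the 10 libraries unless a library is named. The gene lists were taken from Tables S1 to S4, which the study drew from these libraries, so the counts within them are no independent evidence. Each list was compared with 10000 random lists of the same size and similar FPKM. Changes within methanol induction were tested with limma 3.58.1 over the 10 libraries, as a linear trend over the hours and as the 5 libraries from M_72 against the 5 up to M_60. The 20 genes with the largest mean FPKM took 8.06% of all FPKM in B_10 and 17.3 to 21.4% in the methanol libraries. They were picked by a mean over 13 libraries, of which 10 are methanol libraries, which by itself favours a larger share there. Rescaling the libraries without these genes raised the median log2 fold change of all genes by 0.25 in methanol induction, by 0.16 in GM_2 and by 0.14 in G_3. In the deposited values this median was small, −0.011 in methanol induction, 0.040 in GM_2 and 0.0013 in G_3. That follows from how they were scaled, since factors from the median ratio of genes between libraries were the same in all 13 libraries. A small median therefore cannot show which scaling is right. The rescaling serves as a check of dependence, not as a correction.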

Strain-specific growth rate, biomass, and enzyme activity data for the different cultures are shown in Figure 1. No enzyme activity was observed during the yeast cell culture and glycerol feed phases. Compared with observations made during the initial methanol induction, the enzyme activity after methanol induction at ≥12 h reached 15,738 U (Figure 1).

**FIGURE 1:**
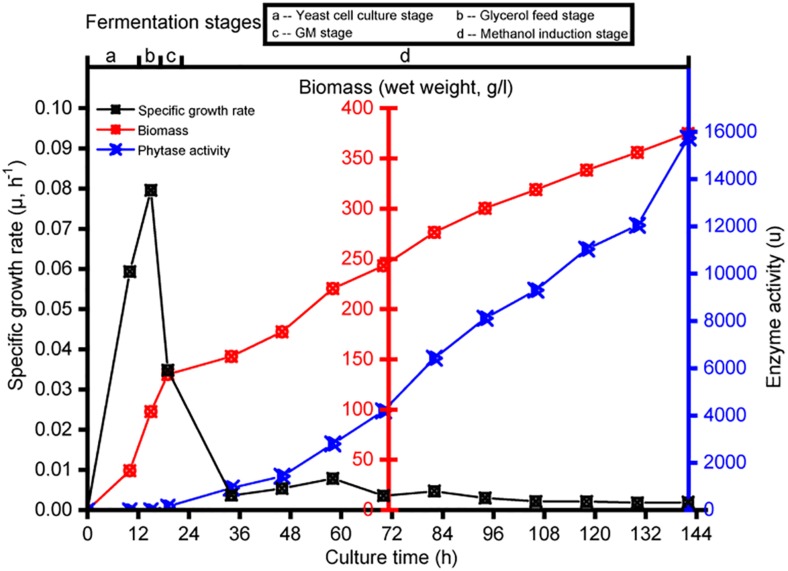
Changes in specific growth rate, biomass, and enzyme activity during the fermentation in *Pichia pastoris*. Detection sample points from left to right are B_10, G_3, GM_2, M_12, M_24, M_36, M_48, M_60, M_72, M_84, M_96, M_108, and M_120.

### Analysis of Metabolic Pathway Responses of *P. pastoris*

Phytase-producing *P. pastoris* was used for fermentations that utilized high-cell-density fed-batch cultures in a 10,000-L fermenter. We investigated the gene expression of this strain using RNA-Seq during the yeast cell culture phase, glycerol feed phase, glycerol-methanol feed phase, and at 12-h intervals during the methanol induction phase. RNA-Seq results indicated that significantly altered genes (*p*-Value < 0.05 and log2 fold changes > 0.50/log2 fold changes < −0.50) were enriched in 52 KEGG metabolic pathways (Figure 2). As shown in the heat map reporting the gene number changes for each KEGG metabolic pathway, no genes were significantly upregulated during the glycerol growth stage compared with yeast cell culture stage, the genes that were significantly upregulated from the GM phase were mainly involved in peroxisome, starch and sucrose metabolism, and fatty acid degradation (*p*-Value < 0.05 and log2 fold changes > 0.50). However, in contrast to a fermentation study performed without a GM stage by Li et al. (2019), in this current study, genes that were enriched in the MAPK signaling pathway were significantly upregulated in the methanol induction stage (*p*-Value < 0.05 and log2 fold changes > 0.50), and genes involved in autophagy in yeast, mitophagy in yeast, autophagy–other, and fructose and mannose metabolism were significantly upregulated almost throughout the entirety of the methanol induction phase (*p*-Value < 0.05 and log2 fold changes > 0.75). Among these processes, the upregulation of genes in the MAPK signaling pathway was the most significant (*p*-Value < 10^–5^ and log2 fold changes > 0.75) (Figure 2). 

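Genes of methanol use were already among the most changed at 2 h of the glycerol-methanol feed. FDH, the formate dehydrogenase that ends methanol dissimilation, had the largest log2 fold change of any named gene, 8.13, followed by the dihydroxyacetone synthase DAS2 at 6.52. In total, 494 genes were at least 2-fold higher than in the yeast cell culture and 358 were lower. Of the 12 peroxins, which build peroxisomes and import their proteins, 5 were higher and none was lower, and their median of 0.88 exceeded that of 99.6% of the random lists. In the glycerol feed, 166 genes were at least 2-fold away from the yeast cell culture, of which 40 were lower and the others higher. Of the genes of Tables S1 to S4, AOX1 at 1.67, FDH at 1.54, DGA1 at 1.17 and catalase (CAT) at 1.07 were higher, and the chaperones Hsp70 at −1.25 and Hsp90 at −1.12 were lower, while none of the 10 largest increases or decreases belonged to a gene with a name in Tables S1 to S4. When the libraries were rescaled without their 20 largest genes, the counts became 655 higher and 246 lower for the glycerol-methanol feed and 190 higher and 27 lower for the glycerol feed.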

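In methanol induction, 439 genes were at least 2-fold higher than in the yeast cell culture in all 10 libraries and 282 were lower. These counts became 610 and 154 when the libraries were rescaled without their 20 largest genes. The 14 genes that Table S2 places in the MAPK signaling pathway had a median log2 fold change of 1.04, against 0.27 in the glycerol-methanol feed and 0.29 in the glycerol feed. Of these, 8 had a median of at least 1 over the methanol libraries and 11 of at least 0.5, while 3 were at least 2-fold higher in every library and none was lower by as much. Mkk1 lay below the yeast cell culture in all 10 libraries, with a median of −0.37. Its values at M_12 and M_60, −0.15 and −0.12, are smaller than the shifts of 0.38 and 0.20 from the rescaling without the 20 largest genes. With G_3 as reference, the median of the list was 0.66 in methanol induction, short of 2-fold, and −0.051 in the glycerol-methanol feed, and against B_10 it was 0.80 at M_120. The 21 genes of autophagy in Table S4, apart from 4 that the paper calls negative, had a median of 1.01 in methanol induction, 0.34 in the glycerol-methanol feed and 0.38 in the glycerol feed, the last above those of all random lists before any methanol was added. With G_3 as reference, these genes had 0.78 in methanol induction and −0.093 in the glycerol-methanol feed. Against B_10, both medians in methanol induction exceeded those of at least 99.9% of the random lists. KEGG membership was not used here, so the pathway counts of Figure 2 were not recomputed.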

A previous study reported that the MAPK signaling protein in *P. pastoris* may be involved in cell wall integrity (Cosano et al., 2001). Thus, understanding the MAPK signaling pathway in *P. pastoris* can help determine the physiological, biochemical and genetic regulatory responses of *P. pastoris* to high methanol concentrations.

**FIGURE 2:**
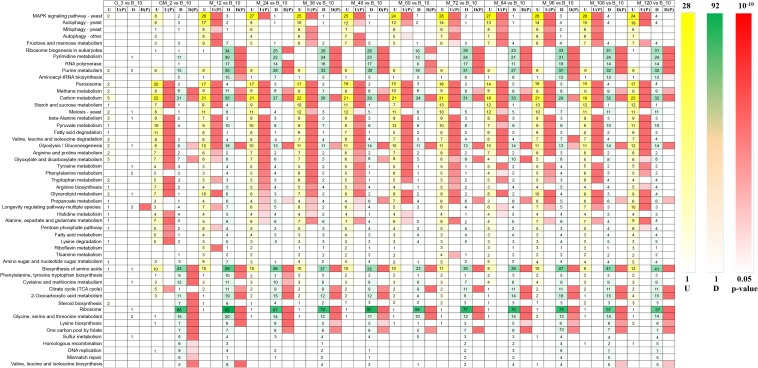
Heatmap of upregulated and down-regulated genes that were significantly enriched in 52 metabolic pathways of *Pichia pastoris*. U, upregulated gene number, U(p): *p*-Value of upregulated genes enriched in metabolic pathway, D, down-regulated gene number, D(p): *p*-Value of down-regulated genes enriched in metabolic pathway.

Ribosome, amino acid biosynthesis, pyrimidine metabolism, purine metabolism, cysteine and methionine metabolism, 2-oxocarboxylic acid metabolism, and glycine, serine and threonine metabolism harbored genes that were significantly down-regulated during the GM phase (*p*-Value < 0.05 and log2 fold changes < −1.00). Genes involved in ribosome biogenesis in eukaryotes, RNA polymerase, and the citrate cycle (TCA cycle) were significantly down-regulated in the methanol induction phase (*p*-Value < 0.05 and log2 fold changes < −0.50). Among these pathways, the number of genes that were down-regulated in the ribosome pathway was the most significant (*p*-Value < 10^–14^ and log2 fold changes < −0.50); furthermore, ribosome biogenesis in eukaryotes was the most significantly down-regulated activity during the methanol induction stage (*p*-Value < 0.01 and log2 fold changes < −0.50) (Figure 2). These results suggest that *P. pastoris* may exhibit reduced transcription for some less important native genes, thereby facilitating the increased generation of energy and substrates for the expression of the heterologous gene (Liang et al., 2012).

Starting from the adaptation period following the addition of the GM phase, genes involved in methanol metabolism, carbon metabolism, and glycolysis/gluconeogenesis were both significantly upregulated and significantly downregulated (Jordà et al., 2013). These results indicate that pathways related to carbon metabolism are especially significant during heterologous expression activities (Rußmayer et al., 2015; Li et al., 2019).

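In the glycerol-methanol feed, the medians of the methanol pathways lay above the yeast cell culture and that of glycolysis below it. At 2 h of the glycerol-methanol feed, the 5 genes of methanol dissimilation, which oxidize methanol to carbon dioxide, had a median log2 fold change of 3.14 and all were at least 2-fold higher than in the yeast cell culture. Before any methanol was added, 3 of the 5 were already higher in the glycerol feed, where their median was 1.07, above that of 99.8% of the random lists. Among the 7 genes of methanol assimilation, which build formaldehyde into sugar phosphates, 6 were higher, with a median of 1.86. Of the 8 genes of glycolysis, 4 were lower and none was higher. Their median was −1.07, and 0.9% of the random lists lay below it; it was −0.90 when the libraries were rescaled without their 20 largest genes and −0.91 with G_3 as reference. The lowest was PK, the pyruvate kinase, at −1.45.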

Therefore, the intracellular transcriptome of *P. pastoris* showed significant changes in response to the transition from growth on glycerol to production and growth on methanol (Figure 2); these observations are similar to those made in a previous proteomic study of *P. pastoris* (Vanz et al., 2012). 

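AOX1 (alcohol oxidase 1) had the highest mean FPKM of the methanol libraries, 23894, followed by FDH at 20222 and PMP20, a peroxisomal peroxiredoxin, at 18470. The 10 genes with the largest FPKM in methanol induction held 4.75% of all FPKM in the yeast cell culture and 11.9 to 15.6% in the methanol libraries. The 10 genes with the largest FPKM in the yeast cell culture held 8.84% there and 5.60 to 8.34% in the methanol libraries. Each set was chosen for its size in that phase, which by itself favours a larger share there. M_12 stood farthest from the yeast cell culture, with 760 genes at least 2-fold higher and 837 lower, and M_60 was the methanol library nearest to it, with 669 higher and 398 lower. Pearson's r of log2(FPKM + 1) with the yeast cell culture, taken across genes, was 0.969 for G_3, 0.888 for GM_2, 0.766 for M_12 and 0.845 for M_60. Genes are not independent replicates, so these values only describe the libraries.

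**Figure D1:**
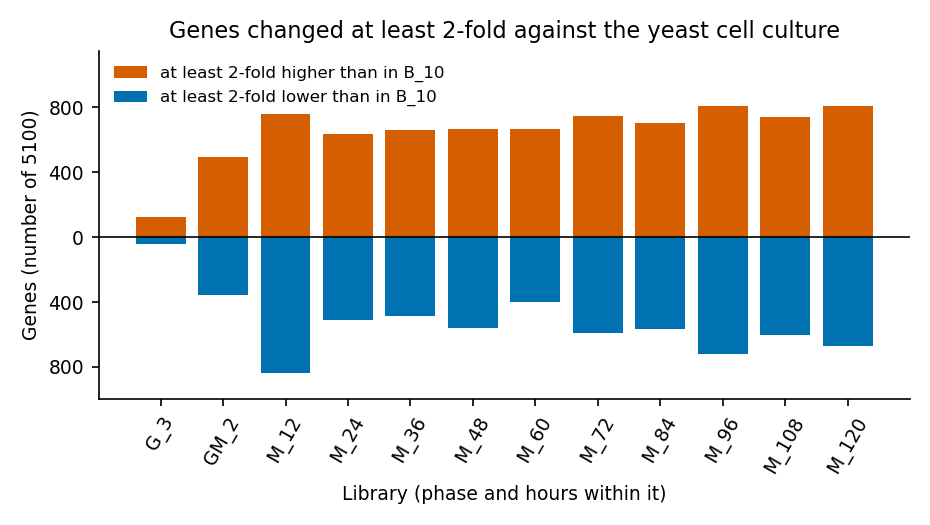
Number of the 5100 genes at least 2-fold higher (bars upward) or lower (bars downward) than in the yeast cell culture (y axis) in each of the other 12 libraries (x axis), 1 library per condition. M_12 has the most genes lower, 837, and G_3 the fewest, 40.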

As noted above, differences in metabolic pathways between the GM growth phase and the methanol induction growth phase suggest that addition of the GM phase could facilitate the adaptation of *P. pastoris* growth during the methanol induction phase.

### Carbon Metabolism

The carbon metabolism pathways of *P. pastoris* predominantly include methanol metabolism, glycolysis, the TCA cycle, the pentose phosphate pathway, and ethanol metabolism. In particular, metabolic processes, such as methanol metabolism, glycolysis, the TCA cycle, and the pentose phosphate pathway, produce a large number of intermediate metabolites, providing substrates for other metabolic processes.

In the glycerol growth phase, the intracellular metabolic pathways are predominantly concentrated in oxidative phosphorylation, glycolysis, the TCA cycle and electronic respiratory chain, while during the methanol induction phase, intracellular metabolic pathways are mainly concentrated in the methanol metabolism pathway (Ren et al., 2003). After assimilation and absorption of glycerol and methanol, respectively, the intermediate metabolite undergoes carbon metabolism, which is predominantly mediated through the TCA cycle. To further analyze carbon metabolism, a schematic map of this process was generated based on studies that previously investigated the *P. pastoris* metabolic pathway (Van Der Klei et al., 2006; Vanz et al., 2012; Jordà et al., 2013; Rußmayer et al., 2015; Vogl et al., 2016) and the transcriptome data generated during this study (Figure 3).

**FIGURE 3:**
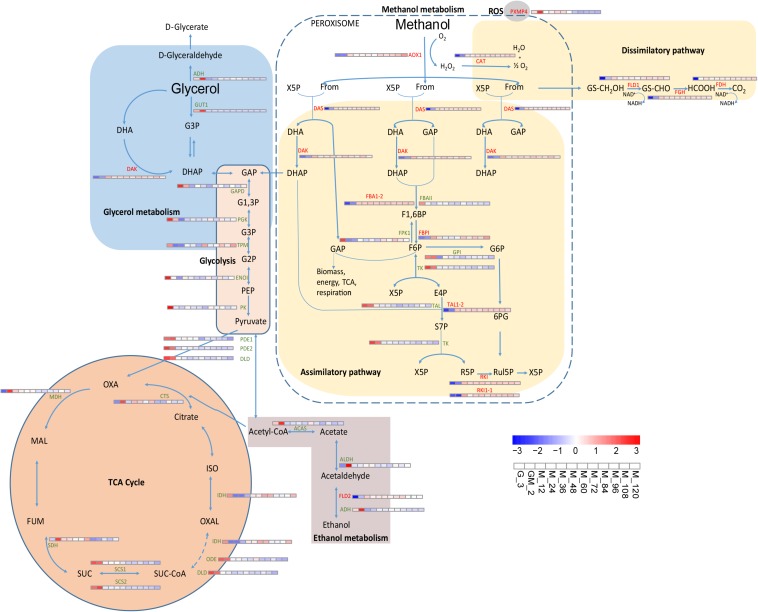
Changes in proteins involved in carbon metabolism and oxidative stress metabolic pathway. Rußmayer et al. (2015) was the first study to report that the methanol assimilation pathway localized to peroxisomes.

The methanol absorbed by the cells was metabolized by the methanol pathway in the peroxisome. The H_2_O_2_ produced by the latter metabolism affected O_2_ formation following the activity of the ROS pathway (Van Der Klei et al., 2006). Methanol is oxidized to formaldehyde that goes onto form CO_2_ through dissimilation (Li et al., 2019); however, some of the latter formaldehyde enters the pentose phosphate pathway, and one molecule of methanol finally produces one-third of a molecule of glyceraldehyde 3-phosphate (GAP) for biomass synthesis (Figure 3).

Upon utilization of glycerol and methanol as the sole carbon sources, the *P. pastoris* cell growth status was altered, and the intracellular metabolic system was partially adjusted (Prielhofer et al., 2015). Conversely, when *P. pastoris* cultures use glycerol as the sole carbon source, the external carbon source is predominantly assimilated through glycerol metabolism (Figure 3). In the glycerol metabolism pathway, glycerol is irreversibly catalyzed by glycerol kinase (GUT1) to form glycerol 3-phosphate (G3P), which is subsequently transformed into dihydroxyacetone phosphate (DHAP) and glyceraldehyde 3-phosphate (GAP); the latter products then enter glycolysis to form pyruvate, thereby generating acetyl-CoA, which subsequently enters the TCA cycle. Glycerol promotes cell growth, and during this growth stage, foreign proteins are barely expressed (Orman et al., 2009). We compared the data generated during this study to those published by Prielhofer et al. (2015) and Rußmayer et al. (2015), where it was suggested that methanol utilization and peroxisome genes were inhibited by glycerol. However, in addition to glycerophosphate dehydrogenase (GPD) and triose phosphate isomerase (TPI1), the levels of glycerol metabolism-related proteins like GUT1 and alcohol dehydrogenase (NADP^+^) (ADH, *PAS_chr1-1_0357*) exhibit significant changes throughout the fed-batch culture (Figure 3). 

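GUT1 (PAS_chr4_0783), the glycerol kinase that commits glycerol to metabolism, had 1572 FPKM in the yeast cell culture, 1202 FPKM in the glycerol feed and 2395 FPKM in the glycerol-methanol feed. In methanol induction its median was 67.0 FPKM. Its log2 fold change against the yeast cell culture was −4.53, with −4.73 to −3.76 over the 10 libraries, the largest fall of any gene named in Tables S1 to S4. ADH (PAS_chr1-1_0357), an alcohol dehydrogenase that uses NADP(H), had 19.1 FPKM in the yeast cell culture, 34.4 FPKM in the glycerol-methanol feed and 10.0 FPKM in methanol induction. The glycerol-methanol feed differed from the yeast cell culture by 0.61 for GUT1 and 0.82 for ADH, both short of 2-fold. ADH was at least 2-fold lower in 2 of the 10 methanol libraries and its median was −0.87, so it was not called. Against the glycerol-methanol feed, however, both genes were at least 2-fold lower in all 10 methanol libraries, GUT1 by −5.14 and ADH by −1.69.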

GUT1 (log2 fold changes < −3.70) and ADH (log2 fold changes < −0.60) were obviously upregulated during the adaptation period of glycerol and methanol mixture addition (GM), and then significantly down-regulated during the methanol induction period (from M_12 to M_120) (*p*-Value < 0.001) (Figure 3 and Supplementary Table S1). Similar changes as those observed for GUT1 were also observed for TCA cycle-related proteins like MDH, SDH, SCS1, SCS2, DLD, ODE, and CTS and the ethanol metabolism-related proteins like ACAS and ADH (Figure 3 and Supplementary Table S1). Moreover, proteins PDE1, PDE2, and DLD, which catalyze the conversion of pyruvate to acetyl-CoA, proteins GAPD, PGK and ENOI involved in glycolysis (Figure 3 and Supplementary Table S1). These results indicate that during the adaption period of GM, *P. pastoris* cell growth still occurs although a limited number of recombinant proteins are produced (Figure 1).

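Some genes of the TCA cycle fell in methanol induction and others did not. SCS1 and SCS2, which encode the subunits of succinyl-CoA ligase, had log2 fold changes of −1.94 and −1.93 in methanol induction. DLD, the dihydrolipoamide dehydrogenase shared by several dehydrogenase complexes, fell by 1.51, and ODE, a part of the α-ketoglutarate dehydrogenase, fell by 1.34. For MDH (malate dehydrogenase), SDH and CTS, the values were 0.21, 0.17 and 0.11 in methanol induction and 0.82, 0.82 and 1.21 in the glycerol-methanol feed. CTS was thus at least 2-fold higher than in the yeast cell culture during the glycerol-methanol feed only. Of the 11 genes of pyruvate dehydrogenase and the TCA cycle, 7 were called lower in methanol induction and none higher, with a median of −1.34 that only 0.05% of the random lists went below. As a trend over the hours, SCS1 and SCS2 also declined during the induction, with fitted changes from 12 h to 120 h of −0.54 (standard error 0.13, adjusted p = 0.0315 from limma) and −0.46 (standard error 0.10, adjusted p = 0.0211 from limma). As a difference between the early and the late libraries, neither was called (adjusted p = 0.156 and 0.157 from limma).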

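Both genes listed as PDE1, for the β and α subunits of the pyruvate dehydrogenase E1, were lower in all 10 methanol libraries, PAS_chr1-4_0593 with a log2 fold change of −2.34 and PAS_chr2-2_0294 with −1.24. PDE2, the acetyltransferase of the same complex, was lower by −1.34. GPD, which Table S1 describes as glyceraldehyde-3-phosphate dehydrogenase, ranked the third of all genes in the yeast cell culture with 10838 FPKM and had a median of 3778 FPKM in methanol induction, a log2 fold change of −1.52. The phosphoglycerate kinase PGK was lower by −1.71 and the enolase ENOI by −1.38. PGK and ENOI had already fallen in the glycerol-methanol feed, by 1.23 and 1.22, whereas the PDE1 genes had values of −0.78 and −0.34 there. Over the 8 genes of glycolysis the median was −1.37, with 5 lower and none higher, and 0.07% of the random lists lay below it.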

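AOX1 (PAS_chr4_0821) had 11.3 FPKM in the yeast cell culture and 38.2 FPKM in the glycerol feed. At 2 h of the glycerol-methanol feed it had 928 FPKM, a log2 fold change of 6.23 against the yeast cell culture. In methanol induction its median was 23727 FPKM and its log2 fold change 10.91, from 10.58 to 11.39 over the 10 libraries (SD 0.25). AOX1 alone made up 0.00106% of all FPKM in the yeast cell culture and 1.82 to 2.92% in the methanol libraries.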

Alcohol oxidase1, which catalyzes the formation of formaldehyde from methanol, is significantly upregulated during the addition of the GM phase (*p*-Value < 0.001 and log2 fold changes ≈ 6.30) (Supplementary Table S1); this event is further enhanced during the methanol induction period. 

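The genes that oxidize methanol further differed in how much of their rise preceded pure methanol. FDH (PAS_chr3_0932) went from 45.5 FPKM in the yeast cell culture to 13046 FPKM in the glycerol-methanol feed, and its log2 fold change in methanol induction, 8.76, was only 0.62 above that library. The formaldehyde dehydrogenase FLD went from 3.06 in the glycerol-methanol feed to 4.56, the S-formylglutathione hydrolase FGH from 3.14 to 5.57, and catalase, which breaks down the hydrogen peroxide that alcohol oxidase makes, from 2.05 to 3.68. DAS1 and DAS2, the dihydroxyacetone synthases that take up formaldehyde, reached 8.46 and 9.20, and the dihydroxyacetone kinase DAK reached 3.41. All 7 genes were at least 2-fold higher in the glycerol-methanol feed and in every methanol library than in the yeast cell culture. The median of the 5 dissimilation genes in methanol induction, 5.57, exceeded that of 99.98% of the random lists.

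**Figure D2:**
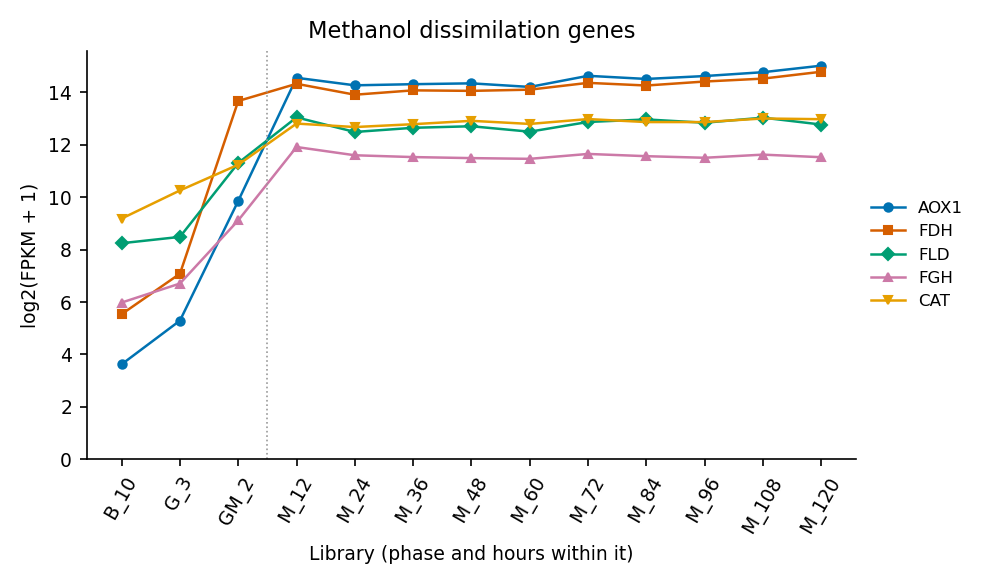
Log2(FPKM + 1) of the 5 genes of methanol dissimilation (y axis) in each of the 13 libraries (x axis), 1 point per library, with a dotted line before pure methanol. FDH is near its methanol level in the glycerol-methanol feed, at 13046 FPKM, whereas AOX1 rises on from 928 FPKM.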

CAT, FLD1, FGH, and FDH involved in the methanol dissimilatory pathway, as well as DAS and DAK involved in the methanol assimilatory pathway, were all enhanced in a similar manner to AOX1 (Jordà et al., 2013; Rußmayer et al., 2015). These results suggest that the damage caused to *P. pastoris* cells by the high concentration of methanol is likely to become reduced during the methanol induction period after the low-concentration methanol adaptation period. Several proteins (DAS, DAK, FBPI, and RKI) in the methanol assimilation pathway are also moderately upregulated compared with the significant upregulation of proteins related to the methanol dissociation pathway (*p*-Value < 0.05 and log2 fold changes > 1.40) (Supplementary Table S1). 

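All 7 genes of methanol assimilation were at least 2-fold higher in every methanol library than in the yeast cell culture. Their median log2 fold change, 6.38, exceeded that of all 10000 random lists. FBPI, the fructose-1,6-bisphosphatase, was the least changed, at 1.86 with 1.36 to 2.21 over the 10 libraries, and was the 1 gene of the list that did not pass in the glycerol-methanol feed, at 0.27. Against the glycerol-methanol feed, all 7 were higher in every methanol library, with DAS1 at 4.10.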

In accordance with previous reports, the latter observations suggest that methanol is not only oxidized by *P. pastoris* during the dissimilation pathway to facilitate the generation of energy following re-oxidation of NADH in the respiratory chain but also for incorporation into biomass in the assimilation pathway (Vanz et al., 2012; Jordà et al., 2013; Rußmayer et al., 2015).

According to the study of Rußmayer et al., there are two categories of enzyme isoforms responsible for the assimilatory pathway. The first of these categories (Fba1-1, Tal1-1, Rki1-1, and Rpe1-1) targets the cytosol while the second (Fba1-2, Tal1-2, Rki1-2, and Rpe1-2) targets the peroxisome. Upon growth in methanol-supplemented media, the peroxisomal-targeting proteins were induced, and the assimilation of formaldehyde was localized to the peroxisome (Rußmayer et al., 2015). In this study, we found that there were two sets of these enzymes (Figure 3). We were able to differentiate between the isoforms using RNAseq. Fba1-2 and Tal1-2 were significantly upregulated throughout the methanol induction phase, while FBAII (Fba1-1) and TAL (Tal1-1) were significantly downregulated (Figure 3 and Supplementary Table S1). 

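The isoforms of aldolase and of transaldolase moved in opposite directions. FBA1-2, the aldolase with a peroxisomal targeting signal, had a log2 fold change of 8.23 in methanol induction, and the transaldolase TAL1-2 had 6.59 at most and 6.10 at least over the 10 libraries. FBA1-1 was at least 2-fold lower in all 10 libraries, with −1.37. TAL1-1 had −1.17 and was lower in all 10 libraries, by 2-fold or more in 9 of them, so it missed the rule in 1 library at −0.95. In the glycerol-methanol feed, FBA1-2 and TAL1-2 stood at 2.62 and 1.51, and FBA1-1 and TAL1-1 at −1.20 and −0.43. TK, a transketolase that resembles DAS1 and DAS2, fell by 2.59 in methanol induction.

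**Figure D3:**
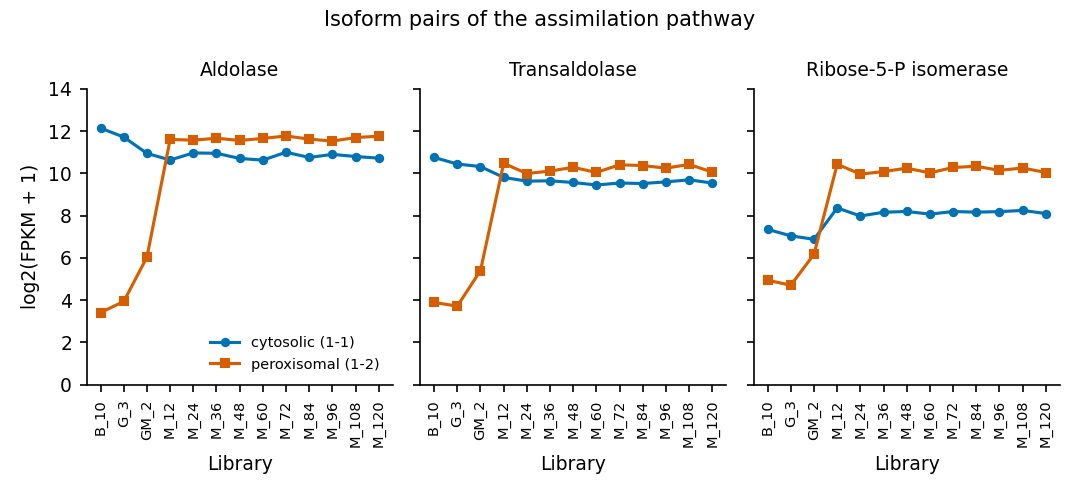
Log2(FPKM + 1) (y axis) of the cytosolic and the peroxisomal isoform of aldolase, transaldolase and ribose-5-phosphate isomerase in each of the 13 libraries (x axis), 1 point per library. In all 10 methanol libraries the peroxisomal isoform lies above the cytosolic one, which is the higher of the pair in B_10.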

Although Rki1-1 and RKI (Rki1-2) were both upregulated in this study, compared with the upregulation of Rki1-1, RKI (Rki1-2) was significantly upregulated (Log2 fold changes > 5 and *p*-Value < 0.001). However, ribulose-5-phosphate 3 epimerase (Rpe1-1) and Rpe1-2 were not differentially regulated during the same phase. Nonetheless, compared to the unannotated genes, PAS_FragB_0022, PAS_chr2-1_0249 and PAS_chr1-1_0108 were up-regulated in glucose-limited fermentation studies (Prielhofer et al., 2015). 

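RKI1-2 (PAS_chr4_0212), a ribose-5-phosphate isomerase, had a log2 fold change of 5.26 in methanol induction, from 5.03 to 5.50 over the 10 libraries, and 1.24 in the glycerol-methanol feed. RKI1-1 (PAS_chr4_0213), its neighbour on the chromosome, had 0.83 in methanol induction, from 0.63 to 1.02, and was not called. In the glycerol-methanol feed it stood at −0.47. The ranges of the isoforms over the methanol libraries did not overlap. Reads that both isoforms could share were not examined, since the files hold FPKM per gene only.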

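PAS_chr2-1_0249, which Table S1 describes as a peroxisomal dienoyl-CoA reductase, PAS_FragB_0022, listed as a dienoyl-CoA isomerase, and PAS_chr1-1_0108, a hypothetical protein, were highest in the glycerol-methanol feed. Their log2 fold changes there were 3.49, 2.20 and 2.56. In methanol induction they lay below the glycerol-methanol feed in all 10 libraries, with medians of −1.33, −1.44 and −2.95. PAS_chr1-1_0108 passed the 2-fold rule in every library (−3.51 to −1.99), and the other two did not (−2.02 to −0.58 and −1.59 to −0.92). PAS_chr2-1_0249 remained at least 2-fold above the yeast cell culture in all 10 methanol libraries. PAS_chr1-1_0108 declined further during the induction, by −0.90 from the early to the late libraries (standard error 0.15, adjusted p = 0.0155 from limma).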

Each of the latter proteins containing predicted PTS1 targeting signals (Neuberger et al., 2003) were down-regulated during the methanol induction phase of this study compared with the GM phase (Supplementary Table S1). In accordance with the study by Rußmayer et al., Fba1-2, Tal1-2, and Rki1-2 each contained a PTS1 peroxisome-targeting signal, suggesting that these proteins might be involved in separate peroxisome methanol assimilation pathways. Thus, our findings, where the entire methanol assimilation pathway is localized to peroxisomes, rather than using part of the cytosolic pentose phosphate pathway for xylulose-5-phosphate regeneration, are consistent with the study by Rußmayer et al.

### Oxidative Stress Response

It has previously been demonstrated that *P. pastoris* requires greater native peroxidase levels to resist toxicity to methanol when methanol is added into chemostat cultures (Liang et al., 2012). From the GM phase, almost all genes controlling the development and function of peroxisomes are gradually upregulated compared with the glycerol growth stage (detection sample is G_3) (Figure 4 and Supplementary Table S1). However, it should be stated that the latter results differ from those published by Li et al. (2019). 

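The median of the peroxins was higher in the glycerol-methanol feed than before it and higher again in pure methanol. Against the glycerol feed, all 12 peroxins were above 0 in GM_2 and 8 of them by at least 0.5 on the log2 scale, with a median of 0.92. In methanol induction all 12 exceeded the glycerol feed by at least 0.5, with a median of 2.20. Compared directly with the glycerol-methanol feed, 9 of the 12 were at least 2-fold higher in all 10 methanol libraries, with a median of 1.86, while PEX7 had −0.31. PEX11, which makes peroxisomes divide, had the largest log2 fold change against the yeast cell culture, 4.92, after 2.93 in the glycerol-methanol feed. PEX5, the receptor of most matrix proteins, followed with 3.99 after 1.74. Of the 12 peroxins, 10 were at least 2-fold higher than in the yeast cell culture in every methanol library, with a median of 2.31 that exceeded all random lists.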

Other peroxidated molecules are also generated during the oxidation of methanol-reactive oxygen species (e.g., hydrogen peroxide); these latter molecules require removal to prevent or minimize cellular damage (Vanz et al., 2012). At least two peroxisomal enzymes including catalase (CAT), which removes hydrogen peroxide (Horiguchi et al., 2001a), and a glutathione peroxidase or peroxiredoxin (PMP20), which removes peroxidated molecules, e.g., lipid hydroperoxides are involved in the removal of reactive oxygen species (Horiguchi et al., 2001b; Vanz et al., 2012). However, in this study, compared with the significant increase of CAT (*p*-Value < 0.001 and log2 fold changes > 2.00) (Supplementary Table S1), PMP20 was not significantly upregulated throughout the fed-batch culture process. 

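PMP20 (PAS_chr1-4_0547) had 27.4 FPKM in the yeast cell culture, 27.3 FPKM in the glycerol feed, 291 FPKM in the glycerol-methanol feed and a median of 17846 FPKM in methanol induction. Its log2 fold changes against the yeast cell culture were 3.37 in the glycerol-methanol feed and 9.30 in methanol induction, with 8.91 to 9.77 over the 10 libraries. PMP20 kept rising during the induction, by a fitted 0.74 from 12 h to 120 h (standard error 0.12, adjusted p = 0.0058 from limma). CAT (PAS_chr2-2_0131) started from a higher level, 581 FPKM, and reached a median of 7469 FPKM, which lay between 3.49 and 3.82 on the log2 scale above the yeast cell culture in the 10 methanol libraries.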

The presence of PMP20 is essential for the maintenance of peroxisomal membrane integrity during growth on methanol (Horiguchi et al., 2001b; Bener Aksam et al., 2008; Vanz et al., 2012).

**FIGURE 4:**
Changes in proteins involved in the oxidative stress metabolic pathway.

Peroxisome proteins are encoded by nuclear genes, synthesized in the cytoplasm, and then introduced into peroxisomes. Two peroxisome-targeting signal genes (*PTS1* and *PTS2*) are critical for classifying proteins into this organelle. *PEX5* and *PEX7* encode receptors for *PTS1* and *PTS2*, respectively (Veenhuis et al., 2015). However, *PEX7* has been shown not to undergo change before or after the addition of methanol; this is consistent with the limited proportion peroxisomal matrix proteins, which contain the *PTS2* receptor (Liang et al., 2012). 

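PEX7 (PAS_chr1-4_0433) had 28.3 FPKM in the yeast cell culture, 28.5 FPKM in the glycerol feed and a median of 44.3 FPKM in methanol induction. Its log2 fold change was 0.94 in the glycerol-methanol feed and 0.63 in methanol induction, from 0.26 to 0.94, so it did not pass the 2-fold rule in either phase.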

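The ATPase PEX6, which helps to pull import receptors back out of the peroxisomal membrane, had a log2 fold change of 3.29 in methanol induction. The docking proteins PEX13 and PEX14 had 3.21 and 3.00, PEX3 had 2.07, and the membrane protein PEX2, which takes part in receptor recycling, had 1.87. All 5 were at least 2-fold higher in every methanol library than in the yeast cell culture. PEX6 and PEX13 had passed 2-fold in the glycerol-methanol feed, at 1.27 and 1.07, whereas PEX2, PEX3 and PEX14 lay between 0.40 and 0.82 there.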

*PEX1*, *PEX3*, *PEX6*, *PEX13*, and *PEX14*, which are involved in peroxisomal membrane or matrix protein import, and *PEX2* and *PEX12*, which participate in receptor recycling, were upregulated (Figure 4), showing that there is a requirement for the introduction of matrix proteins into peroxisomes (Rußmayer et al., 2015); these results are consistent with Liang’s study (Liang et al., 2012).

In yeast, β-oxidation (the main pathway for fatty acid degradation) is performed exclusively in the peroxisomes. The acetyl-CoA that is generated as a result of this process can be redirected to the glyoxylate cycle or transported to the mitochondria via the carnitine shuttle, where it can be utilized a source of energy and an anaplerotic supply of building blocks (Cámara et al., 2017). 

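All 8 genes of β-oxidation were at least 2-fold higher in the glycerol-methanol feed than in the yeast cell culture, with a median log2 fold change of 2.29 that exceeded all random lists. The dienoyl-CoA reductase PDCR was highest at 3.76, then the thiolase ACAA1 at 2.84, the acyl-CoA oxidase ACOX (PAS_chr1-4_0538) at 2.55 and the acyl-CoA synthetase ACSL2 at 2.45. FOX2, the multifunctional enzyme between ACOX and ACAA1, had 2.14. The peroxisomal fatty acid transporter gene ABCD2 had 1.80, and ACSL1 had the smallest value, 1.05. In the glycerol feed, without methanol, the median of the 8 genes was −0.36.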

Long-chain acyl-CoA synthetase (ACSL, PAS_chr4_0352 and PAS_chr2-1_0785), long-chain fatty acid import protein (ABCD, PAS_chr3_0822 and PAS_chr2-2_0272), 2, 4-dienoyl-CoA reductase (PDCR, PAS_chr3_0975), acyl-CoA oxidase (ACOX, PAS_chr-4_0538) and acetyl-CoA acyltransferase 1 (ACAA1, PAS_chr2-2_0267) are all involved in β-oxidation (including β-oxidation of unsaturated fatty acids) and were all significantly upregulated during the GM phase (*p*-Value < 0.05 and log2 fold changes > 1.00) (Figure 4 and Supplementray Table S1). The upregulation of ACSL and ABCD proteins suggests that long-chain fatty acids most likely serve as the predominant source of acetyl-CoA.

The acetyl-CoA generated from β-oxidation can be exported from peroxisomes by two different methods. Firstly, acetyl-CoA is transported after conjugation with carnitine by carnitine acetyltransferase, Cat2, to mitochondria, where it binds to carrier protein Crc1. The second possible destination of acetyl CoA is the glyoxylate cycle, where SUS is the final product (Van Roermund et al., 2003). Because peroxisomes do not penetrate to dinucleotides (i.e., FAD) and acetyl-CoA (Hiltunen et al., 2003), several shuttles are required to maintain the cofactor pool. In this work, FAD-containing enzymes [i.e., acyl-CoA oxidase (ACOX) and alcohol oxidase (AOX1 and AOX2)] were assembled with associated cofactors in the cytosol, and subsequently reoxidized into the peroxisome; the resultant products were combined with the ROS metabolism protein, PXMP4, generating H_2_O_2_ (Cámara et al., 2017).

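PMP34 (PAS_chr3_0099), a carrier in the peroxisomal membrane, had a log2 fold change of 1.63 in the glycerol-methanol feed and 5.88 in methanol induction, with 5.40 to 6.05 over the 10 libraries. It exceeded the glycerol-methanol feed by 4.26, one of the 10 largest increases between these phases.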

The upregulation of the adenine nucleotide transporter PMP34 is also essential for the transfer of acetyl-CoA into the glyoxylate cycle. Therefore, most of the acetyl-CoA generated from long-chain fatty acids in this study is likely to have entered the glyoxylate cycle (Rußmayer et al., 2015). Furthermore, the upregulation of ACAA1, a major contributor to the synthesis of triacylglycerols, is instrumental in lipid metabolism (i.e., sphingolipids, phospholipids). Moreover, upregulation of PMXP4 and its binding partner PEX19, which may replace PMP20, can assist ACAA1 in the removal of oxidized lipids to maintain the peroxisomal membrane integrity (Aksam et al., 2008). 

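PXMP4 (PAS_chr1-1_0352) was at least 2-fold higher in the glycerol-methanol feed, with a log2 fold change of 1.08, and had −0.42 in methanol induction, with −0.76 to 0.00 over the 10 libraries. PEX19, which binds membrane proteins on their way to the peroxisome, had 0.43 in the glycerol-methanol feed and 0.89 in methanol induction, with 0.59 to 1.05, and missed the 2-fold rule.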

Stringent regulation of fatty acid metabolism may occur due to the limited availability of acetyl-CoA. This may occur due to the increased anabolic demand for acetyl-CoA as a building block (e.g., for membrane lipid synthesis needed to increase secretory capacity) and fuel for the TCA cycle, i.e., for energy production (Klein et al., 2014). Another possibility is that β-oxidation involved during both pexophagy and mitophagy facilitates the remodeling of organelles as well as the degradation of damaged peroxisome membranes after methanol induction (Vanz et al., 2012; Rußmayer et al., 2015). However, compared with the GM phase, ACSL, ABCD, PDCR, ACOX, ACAA1 and PMXP4 are all down-regulated throughout the methanol induction phase, especially after approximately 72 h of methanol induction. This latter result is almost consistent with data published by Liang et al. (2012) and Rußmayer et al. (2015). It has previously been shown that the use of methanol enables *P. pastoris* cells to grow normally using energy provided by the oxidation of alcohol. However, this latter energy provision strategy does not appear to result in the production of excess carbon and the subsequent assimilation of this carbon into storage reservoirs. As a result, non-polar lipid synthases are down-regulated (Prielhofer et al., 2015; Rußmayer et al., 2015).

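After the glycerol-methanol feed, most genes of β-oxidation were lower in methanol induction. Of the 8 genes, 5 were at least 2-fold lower in all 10 methanol libraries than in GM_2 and none was higher, with a median of −2.04, below that of all random lists. ACSL2 fell most, by 3.96, then ACAA1 by 2.82, ACOX by 2.77, FOX2 by 2.26 and PDCR by 1.81. ABCD2 lay at −1.66 and below GM_2 in every library, but missed 2-fold in at least 1, and ACSL1 was at 0.16, from −0.07 to 0.56. PXMP4, with −1.51, was lower in every library. During the induction ACSL2 fell again, to a median of 47.5 FPKM from 72 h on, a difference of −1.51 from the earlier libraries (standard error 0.15, adjusted p = 0.0012 from limma; exact permutation p = 0.00794, the smallest that 5 against 5 libraries allow, and 0.0847 when adjusted over all table genes). ACOX, ACAA1 and FOX2 were lower in the late libraries by −0.97, −0.84 and −0.76, each with a limma adjusted p of 0.0297 to 0.0304. The cut at 72 h follows what the paper states about these genes in the same libraries. The p-values of this comparison are therefore no independent evidence for a fall at that time. The early libraries were also not level. Against the yeast cell culture, the median of the 8 genes was 0.22 at M_12, 1.01 at M_48, 0.21 at M_60 and −0.18 at M_72. Adjusted over the list alone, 7 genes were lower in the late libraries and ACSL1 was higher, by 0.24, against 4 lower and none higher over all genes. As a trend over the hours, limma called 1 of the 8 over all genes and 6 adjusted over the list alone.

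**Figure D4:**
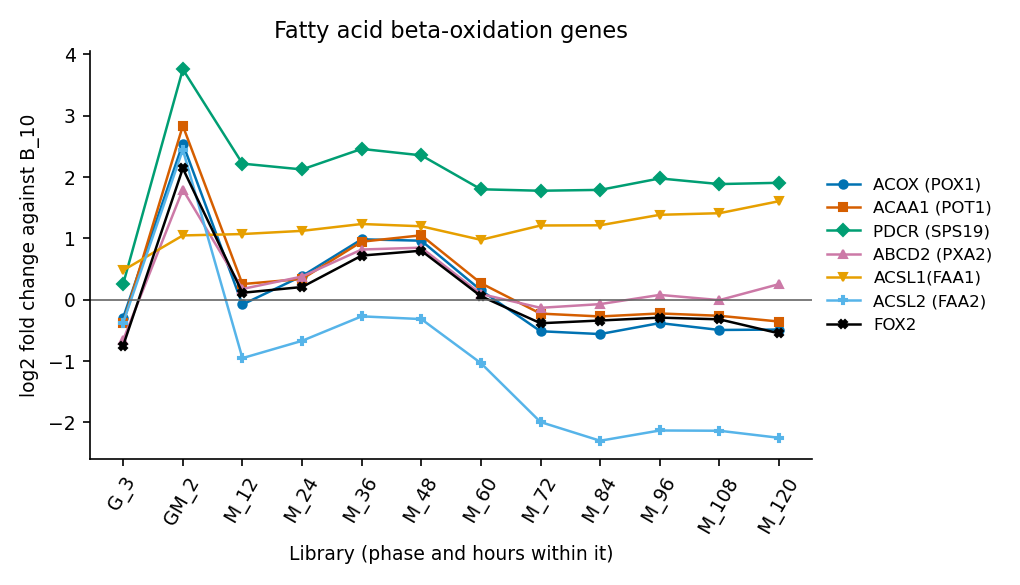
Log2 fold change against the yeast cell culture (y axis) of 7 genes of β-oxidation in each library (x axis), 1 point per library. The list has a median of 2.29 in the glycerol-methanol feed, and ACSL2 is lower by −1.51 from 72 h on than in the earlier methanol libraries.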

These proteins are significantly upregulated during the adaptation phase following the addition of the GM phase, where more acetyl-CoA is produced by beta-oxidation than during the glycerol feed stage. 

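Compared directly with the glycerol feed, the glycerol-methanol feed had a median log2 fold change of 2.83 over the 8 β-oxidation genes. PDCR was 3.50 higher than in G_3, ACAA1 3.22 higher and FOX2 2.89 higher, while ACSL1 was 0.57 higher. These values set 1 library against 1 other. The paper states that β-oxidation yields more acetyl-CoA in the glycerol-methanol feed than in the glycerol feed, and speculates that the flux of acetyl-CoA rises between them; FPKM values do not measure it.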

Although our fermentation conditions differed from those used in studies that analyzed metabolic flux of recombinant protein-secreting *P. pastoris* grown on glucose:methanol mixtures (Jordà et al., 2012, 2013), it can be speculated that the metabolic flux of acetyl-CoA in our study increases from the glycerol feed stage to the GM stage. Therefore, we speculate that by increasing the acclimatization period associated with the addition of the GM phase in our high-cell-density fed-batch culture, peroxidases are given the time that is necessary to resist methanol toxicity and additional adverse effects, while also being afforded the opportunity to facilitate self-repair mechanisms. Thus, combined with the analysis of the 100-L fermentation with/without GM phase (Supplementary Figure S1), we believe that this adaptation period promotes the production of exogenous recombinant proteins during the methanol induction phase.

### The Upregulated Genes of the MAPK Signal Pathway May Be Involved in Cell Growth and *AOX1* Promoter Regulation

Yeast cellular stress responses that are elicited as a consequence of adverse environmental conditions are mediated by specific signaling pathways; most of these pathways are associated with MAPK cascades. The activation of MAPK induces changes in the global transcriptome, generating efficient adaptive responses that guarantee cell survival (Sanz et al., 2016). In the current study, the addition of methanol, which adversely affects yeast cell growth, resulted in significant upregulation of MAPK signaling pathway-related gene expression during methanol induction (Figure 2). KEGG data reveal that nine upregulated proteins were annotated into the MAPK pathway of *P. pastoris* during the induction period following methanol addition (Figure 5A and Supplementary Table S2). 

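The MAPK genes that passed 2-fold in all 10 methanol libraries were Slt2, the last kinase of the cell wall integrity pathway, Pbs2, a kinase of the osmotic pathway, and Tec1, a transcription factor of filamentous growth. Tec1 (PAS_chr3_0092) had a log2 fold change of 1.75, with 1.38 to 1.98 over the 10 libraries, and 0.50 in the glycerol-methanol feed. Mkk1, a kinase upstream of Slt2, was the 1 gene of the list to pass in the glycerol-methanol feed, where it was lower at −1.23, and it stood at −0.37 in methanol induction.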

In *Saccharomyces cerevisiae*, stressful conditions that result in damage to the cell wall, an essential structure for cellular viability, trigger the cell wall integrity pathway (CWI) coordinated by the MAPK Slt2 (Levin, 2011). In this study, Slt2 was significantly upregulated during the entirety of the methanol induction phase (*p*-Value < 0.001 and log2 fold changes > 1.48) (Figure 5A and Supplementary Table S2); the Wsc family sensors (Ohsawa et al., 2017) were also significantly upregulated in this regard (*p*-Value < 0.05 and log2 fold changes > 0.75) (Figure 5A and Supplementary Table S2). 

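Slt2 (PAS_chr3_0895) had 24.8 FPKM in the yeast cell culture, 37.7 FPKM in the glycerol-methanol feed and a median of 97.8 FPKM in methanol induction. Its log2 fold change in methanol induction was 1.93, with 1.46 to 2.38 over the 10 libraries, against 0.58 in the glycerol-methanol feed and 0.79 in the glycerol feed. Of the genes of Wsc sensors, which span the cell membrane, PAS_chr1-4_0415 had 1.20 and passed 2-fold in 8 of the 10 libraries, with 0.37 as its lowest value. PAS_chr3_0673 had 1.01 and passed in 6, with 0.79 as its lowest value. Both were above the yeast cell culture in all 10 libraries.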

Although Hog1, a central regulator of osmotic adaptation in yeast, was not significantly upregulated in this study, the Ste11-Pbs2-Hog1 MAPK and Ssk2/Ssk22-Pbs2-Hog1 MAPK cascades (Tatebayashi et al., 2020) have been reported to be activated by osmotic sensors when cells are exposed to high osmotic pressure, suggesting that both Ste11 and Pbs2 are involved in the osmotic stress response (Zarrinpar et al., 2004). 

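Hog1 (PAS_chr1-3_0232) had a log2 fold change of −0.09 in methanol induction, with −0.18 to 0.17 over the 10 libraries, and −0.17 in the glycerol-methanol feed. These values are too close to 0 to keep a direction under every scaling. Pbs2, the kinase above Hog1, was 1.62, with 1.45 to 2.00, and had 0.95 in the glycerol-methanol feed. Ste11, a kinase that acts on Pbs2, was 1.23, with 0.91 to 1.52, and passed 2-fold in 9 of the 10 libraries.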

The MAPK that replaced Hog1 upregulation in this study was Slt2. Following annotation of the KEGG database, it was observed that Slt2 was enriched in the autophagy and mitophagy pathways (Supplementary Table S2). Meanwhile, Wsc proteins, Ste11, Pbs2, and Slt2 were all enriched in the mitophagy pathway in this study (Supplementary Table S2), suggesting that the Ste11-Pbs2-Slt1 MAPK cascade may be involved in the mitophagy pathway in response to adverse reactions during the pure methanol growth stage. Additionally, unlike *Saccharomyces cerevisiae*, the upregulated MAPK module in *P. pastoris* includes the MAPKKK Ste11, the MAPKK Pbs2, and the MAPK Slt2; these proteins stimulate the synthesis of transcription factors responsible for most of the transcriptional output of the CWI pathway following cell wall stress. Thus, similar to results reported by Shen et al. (2016), Hog1, Mkk1, 2, Pbs2, and Bck1 in the MAPK signaling pathway, are involved in *P. pastoris* cellular growth. The upregulated MAPK signaling pathway may be involved in maintaining cellular growth to resist the damage caused by methanol.

**FIGURE 5:**
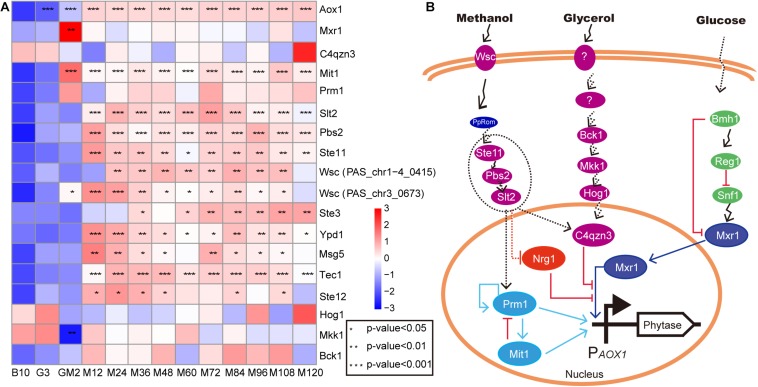
The upregulated genes of MAPK signal pathway involve in cell growth. **(A)** heat map of related genes involved in cell growth and *AOX1* promoter regulation. **(B)** the predicted regulatory relationships for the *AOX1* promoter. The proteins in the dashed ellipse represent proteins that are due to be knocked out and overexpressed in subsequent verification experiments. The methanol regulatory relationship predictions were generated during this study, while the predictions for glycerol (Shen et al., 2016) and glucose (Parua et al., 2012) were reported by other researchers. Purple represents the protein in the MAPK pathway, the dotted line indicates the possible relationship, and the solid line indicates the experimentally validated relationship.

Since most foreign genes expressed in *P. pastoris* are transcribed under the control of the promoter from the *P. pastoris AOX1* gene, transcription in response to methanol is a key feature of this expression system (Lin-Cereghino et al., 2006). In this study, we investigated the expression of the genes, which regulate promoter *AOX1*, including *Mxr1* (Lin-Cereghino et al., 2006; Parua et al., 2012), *C4qzn3* (Parua et al., 2012), *Prm1* (*PpTRM1*) (Sahu et al., 2014; Prielhofer et al., 2015; Wang et al., 2016), and *Mit1* (Wang et al., 2016; Figure 5 and Supplementary Table S2). *Mxr1* (methanol expression regulator 1), whose product, Mxr1, plays an important role in inducing the transcription of *AOX1* and other genes involved in the MUT pathway and *PEX* genes in *P. pastoris*. C4qzn3 protein in *P. pastoris* interacts with Mxr1 through its 14-3-3 binding region via phosphorylation of Ser215 in a carbon source-dependent manner (Parua et al., 2012). Interestingly, C4qzn3 was annotated into the MAPK signaling pathway in this study (Supplementary Table S2). This result suggests that the MAPK signaling pathway is very likely to be involved in the regulation of the *AOX* promoter. However, Parua et al. did not observe C4qzn3-mediated inhibition of Mxr1-dependent gene expression for those genes involved in methanol assimilation pathways (AOX1 and DHAS) and peroxisome biogenesis (PEX8 and PEX14) in response to glycerol in *P. pastoris* (Parua et al., 2012). Nonetheless, the expression of C4qzn3 and Mxr1 exhibited an inversely proportional relationship during the entire fed-batch culture (Figure 5). This indicates that not only does C4qzn3 negatively affect Mxr1 activity, but due to the observation of continuously high yields of phytase, other positive regulatory factors for the *AOX1* promoter might be present. In addition to the inhibition of expression of Mxr1-dependent genes by C4qzn3 under ethanol growth conditions (Parua et al., 2012), it is possible that if C4qzn3 fails to bind to Mxr1, ethanol, upon acting as the carbon source, activated Prm1 and Mit1 to positively regulate the *AOX1* promoter by phosphorylation. 

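Over all 13 libraries, Pearson's r between log2(FPKM + 1) of Mxr1, the activator of AOX1, and of C4qzn3, a protein that binds it, was −0.38 (permutation p = 0.154) and Spearman's rho was −0.83 (permutation p = 0.00077). Without GM_2 and B_10, the libraries farthest from the median of Mxr1, r was −0.74. C4qzn3 had 1225 FPKM in the yeast cell culture, 1207 FPKM in the glycerol feed, 1105 FPKM in the glycerol-methanol feed and a median of 1132 FPKM in methanol induction, whereas Mxr1 had 88.5, 91.1 and 109 FPKM in the first, the second and the last of these and was highest in the glycerol-methanol feed. The 3 libraries before methanol induction belong to other phases and are not draws from the same condition as the other 10.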

An *in vivo* assay showed that the binding of Mit1 and Prm1 to the *AOX1* promoter was carbon-dependent, and the binding avidity was weaker in glycerol, and stronger in methanol (Wang et al., 2016). 

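Mit1 (PAS_chr3_0836) had 83.8 FPKM in the yeast cell culture, 164 FPKM in the glycerol feed, 3542 FPKM in the glycerol-methanol feed and a median of 871 FPKM in methanol induction. Prm1 (PAS_chr4_0203) changed little, with log2 fold changes of 0.12 in the glycerol feed, 0.61 in the glycerol-methanol feed and 0.45 in methanol induction, from 0.22 to 0.57, and passed 2-fold in no library.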

The methanol induction signal transmitted from Prm1 to Mit1 resulted in the synthesis of large amounts of Mit1 (*p*-Value < 0.001 and log2 fold changes > 3.20), which subsequently induced increased expression of the *AOX1* promoter (Figure 5A and Supplementary Table S2). Almost all protein-protein or protein-DNA interactions that induce expression of the *AOX1* promoter are performed by phosphorylation and dephosphorylation of Ser or Thr; similar occurrences have been observed following binding of C4qzn3 to Mxr1 (Parua et al., 2012) as well as Prm1 to Mit1 (Wang et al., 2016). In this study, the expression of Mxr1 was significantly upregulated during GM (*p*-Value < 0.01 and log2 fold changes ≈ 5.40), and the expression was subsequently maintained at a normal level thereafter. However, Mxr1 levels were still inversely proportional to C4qzn3 levels during the methanol induction period to facilitate the control of Mxr1 expression. Furthermore, it has been reported that methanol stimulation can eliminate the repression of Nrg1 for Mxr1 (Chang et al., 2018). This may be the reason for the normal expression of Mxr1 during the methanol induction stage. Moreover, Mit1 was significantly upregulated during the GM and methanol induction period (*p*-Value < 0.001 and log2 fold changes > 3.20) (Figure 5A and Supplementary Table S2). 

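Mxr1 (PAS_chr4_0487) had a log2 fold change of 0.04 in the glycerol feed, 1.22 in the glycerol-methanol feed and 0.30 in methanol induction, with 0.11 to 0.40 over the 10 libraries. It was thus at least 2-fold higher than in the yeast cell culture in the glycerol-methanol feed only, and lay below that library, by −0.92, in methanol induction.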

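Within the 10 methanol libraries, Mxr1 and C4qzn3 varied inversely, with Pearson's r of −0.81 (two-sided permutation p = 0.00282) and Spearman's rho of −0.81 (permutation p = 0.00718). Without M_120 and M_96, the libraries farthest from the median of Mxr1, r was −0.62. M_120 alone weighs on the relation, since without it r was −0.65 (permutation p = 0.0632) and rho was −0.73 (permutation p = 0.0307). Both genes varied little over these libraries, with an SD of 0.09 for Mxr1 and 0.15 for C4qzn3 on the log2 scale. The libraries are serial samples of 1 culture, so they are not fully independent.

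**Figure D5:**
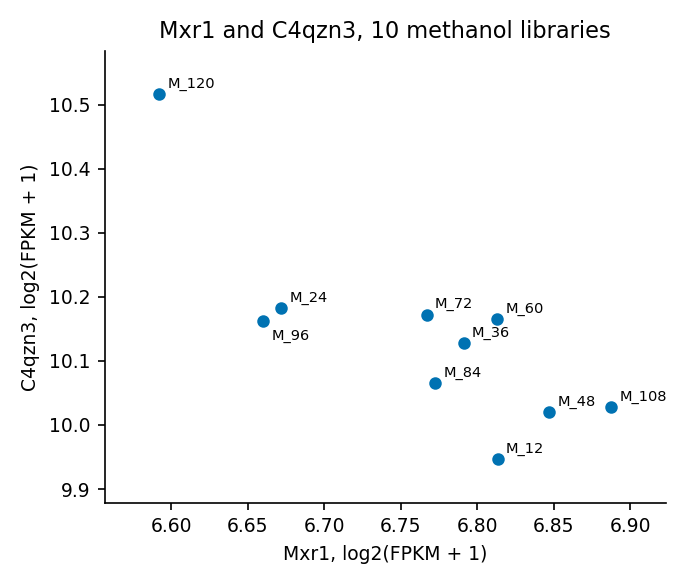
Log2(FPKM + 1) of C4qzn3 (y axis) against that of Mxr1 (x axis) in the 10 methanol libraries, 1 point per library. Pearson's r is −0.81, and −0.65 without M_120.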

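Mit1 was the regulator of the AOX1 promoter with the largest change. Its log2 fold change was 5.38 in the glycerol-methanol feed, among the 10 largest of that library, and 3.36 in methanol induction, with 3.19 to 3.94 over the 10 libraries. Relative to the glycerol-methanol feed it was lower by −2.02, while AOX1 was higher by 4.67. Of the 4 regulators, Mit1 alone passed 2-fold in all methanol libraries. Their median was 0.37, above that of 70.7% of the random lists, and 0.63 when the libraries were rescaled without their 20 largest genes.

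**Figure D6:**
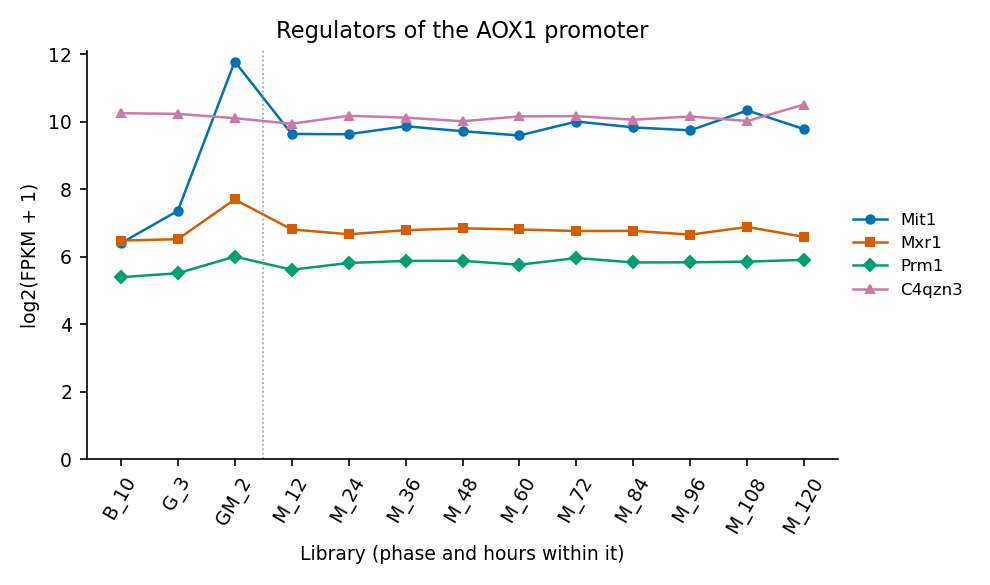
Log2(FPKM + 1) (y axis) of Mit1, Mxr1, Prm1 and C4qzn3 in each of the 13 libraries (x axis), 1 point per library, with a dotted line before pure methanol. Mit1 peaks in the glycerol-methanol feed, 5.38 above the yeast cell culture, and lies 3.36 above it in methanol induction.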

As such, in our fed-batch fermentation, Prm1 and Mit1 are mainly responsible for regulation of the *AOX1* promoter. However, how methanol activates Prm1 and other transcription factors remains unclear (Wang et al., 2016).

According to previous studies, Wsc family proteins act as methanol sensors during growth on methanol (Sanz et al., 2016). Among these proteins, PpWsc1 and PpWsc3 are involved in the expression of multiple methanol-induced genes (Ohsawa et al., 2017). The Wsc family proteins have also been shown to be involved in sensing methanol and transmitting signals to the nucleus through PpRom2 (Ohsawa et al., 2017). In relation to this current study, it remains to be seen whether the upregulated MAPK pathway participates in signal transmission to the nucleus (Figure 5B). Indeed, verification experiments investigating the knockout and overexpression of Ste11, Pbs2, and Slt2 are still in progress.

### UPR and ERAD Pathways Are Not Significantly Upregulated

ER quality control can be affected by a variety of physiological and pathological conditions. These phenomena can cause the accumulation of misfolded proteins in the ER. “ER stress” refers to an increase in unfolded protein levels; this occurrence can often have deleterious effects on cells. The UPR pathway in eukaryotic cells has evolved to cope with ER stress and facilitate the maintenance of protein homeostasis. Transcriptional upregulation of ER mechanisms involved in folding, lipid biosynthesis, and ERAD machinery is required to coordinate the increase in the ER-folding capacity (Travers et al., 2000) with a concomitant reduction in the folding load through selective mRNA degradation and translational repression (Hollien and Weissman, 2006; Hollien et al., 2009).

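HAC1 (PAS_chr1-1_0381), the transcription factor of the unfolded protein response, had a log2 fold change of 0.82 in the glycerol feed, 1.47 in the glycerol-methanol feed and 1.70 in methanol induction. Over the 10 methanol libraries it ranged from 0.84 to 2.12 and passed 2-fold in 9. Splicing of its mRNA, which makes the active factor, cannot be read from FPKM per gene.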

In our fed-batch culture, the *HAC1* gene is always significantly upregulated from glycerol growth to methanol induction (*p*-Value < 0.05 and log2 fold changes > 0.80) (Figure 6 and Supplementary Table S3), indicating that the *HAC1* gene is constitutively expressed. However, the transmembrane ER-stress sensor Ire1 is significantly upregulated during GM and the early stages of methanol induction (M_12) (*p*-Value < 0.05 and log2 fold changes > 0.80) (Figure 6 and Supplementary Table S3). 

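Ire1 (PAS_chr3_1104), the kinase and endoribonuclease that splices HAC1 mRNA, was 1.07 higher than the yeast cell culture in the glycerol-methanol feed and 0.81 higher at M_12, its highest methanol library. The median over methanol induction was 0.65, with 0.43 as the lowest value, so that Ire1 passed 2-fold in the glycerol-methanol feed only.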

In the cytosol, the unconventional splicing of *HAC1* mRNA is mediated by Ire1. Hac1 translated from the spliced mRNA, the key transcription activator of UPR, targets genes that reduce ER-stress (Van Anken et al., 2014). Likewise, Kar2 (BiP), which can activate Ire1 (Schroder et al., 2003), was not upregulated in this study. 

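The gene listed as Kar1/BiP (PAS_chr2-1_0140), the main chaperone of the ER lumen, had a log2 fold change of −0.33 in the glycerol feed, −0.16 in the glycerol-methanol feed and 0.01 in methanol induction. Its 10 methanol libraries ranged from −0.79 to 0.57, and none passed 2-fold in either direction.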

In accordance with the results of a study performed by Li et al. (2019), protein disulfide isomerase (PDI, PAS_chr4_0844), which catalyzes appropriate disulfide bond formation during protein folding, is only significantly upregulated (Mares and Ramos, 2018) prior to and at the end of methanol induction (*p*-Value < 0.05 and log2 fold changes > 0.75) (Figure 6 and Supplementary Table S3), while another PDI (PAS_chr1−3_0125) is significantly down-regulated during GM and the methanol induction stage (*p*-Value < 0.05 and log2 fold changes < −0.60) (Figure 6 and Supplementary Table S3). These results indicate that the accumulation of misfolded proteins (phytase) in the ER is not serious, maybe due to the addition of the GM stage in our fed-batch cultivation. Furthermore, Sec61is the major constituent of the eukaryotic ER protein-translocation channel; ER transmembrane kinase/endonuclease IRE1 detects unfolded proteins in the ER. 

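PDI (PAS_chr4_0844) had a log2 fold change of 0.15 in the glycerol feed and 0.58 in the glycerol-methanol feed. In methanol induction it was highest at M_12, at 1.03, and had 0.85 at M_120, around a median of 0.54 and a lowest value of 0.22. A gene of the same family, PAS_chr1-3_0125, was below the yeast cell culture in all 10 methanol libraries, from −0.99 to −0.62.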

Wheeler and Gekakis carried out a homologous mutation experiment on yeast Sec61p (Y345H) and found that this mutation increased the sensitivity of the yeast strain to ER stress factors while also reducing the activity of IRE1 (Wheeler and Gekakis, 2012). Furthermore, they found that the Sec61p mutation resulted in a delay to the degradation of the model ERAD substrate. In this study, Sec61 is significantly down-regulated during the period of methanol induction (*p*-Value < 0.01 and log2 fold changes < −1.10) (Figure 6 and Supplementary Table S3). 

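Sec61 (PAS_chr1-4_0629), which Table S3 describes as a subunit of the Ssh1 translocon, had a log2 fold change of −1.21 in methanol induction and was at least 2-fold lower in all 10 libraries, from −1.48 at M_12 to −1.11. In the glycerol-methanol feed it was −0.59 and in the glycerol feed −0.17.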

As a consequence, Ire1 might not be appropriately activated and the degradation of misfolded substrates in ERAD may be delayed (Wheeler and Gekakis, 2012).

**FIGURE 6:**
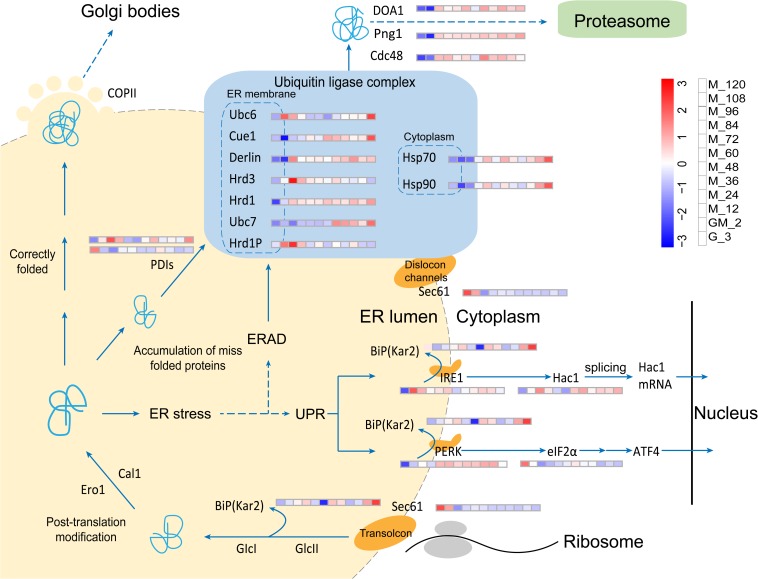
Changes in proteins involved in the UPR and ERAD pathways.

PERK is a type I transmembrane protein commonly found in metabolites. This latter protein is partially similar to Ire1, but is not upregulated in *P. pastoris* (Gardner et al., 2013). 

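The gene listed as PERK (PAS_chr3_0850), a kinase of the translation initiation factor eIF2, had a log2 fold change of 0.23 in the glycerol-methanol feed and 0.42 in methanol induction, with 0.26 to 0.46 over the 10 libraries, well short of 2-fold.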

PERK also phosphorylates eIF2α, a eukaryotic translation initiation factor. Phosphorylation of eIF2α results in reduced general protein synthesis, which reduces the protein load into the ER (Gardner et al., 2013). However, eIF2α is significantly down-regulated starting from GM (*p*-Value < 0.01 and log2 fold changes < −1.00) (Figure 6 and Supplementary Table S3), suggesting that the levels of the substrate phosphorylated by PERK are reduced. This latter reduction results in a decline in the levels of the phosphorylated form of elFα, a phenomenon that causes a reduction in general protein synthesis inhibition. 

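The gene of eIF2a (PAS_chr3_0077), the α subunit of this factor, was lower from the glycerol-methanol feed on. Its log2 fold change was −0.52 in the glycerol feed, −1.15 in the glycerol-methanol feed and −1.37 in methanol induction, with −1.65 to −1.06 over the 10 libraries. Phosphorylation of the protein was not measured.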

Although Hrd1p and Png1 were upregulated during the methanol induction phase in this study, the expression of other components including Hsp70, Hsp90, Ubc6, Ubc7, and Hrd3 in the E3 Ubiquitin Ligase complex (a central organizer of the ERAD pathway) (Smith et al., 2011) is not consistent with the former observation (Figure 6 and Supplementary Table S3). Thus, the UPR and ERAD pathways were not significantly regulated in this study. 

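Of the genes of ER-associated degradation, the ubiquitin ligase Hrd1 (PAS_chr4_0444) was at least 2-fold higher in all 10 methanol libraries, with a log2 fold change of 1.31. The second gene listed as Hrd1, PAS_chr4_0156, had 0.45. Png1, which strips sugars from misfolded proteins, had 0.94 and passed in 3 libraries. Hsp70 (PAS_chr3_0230) had the widest range of the list, from −1.61 at M_12 to 1.64 at M_120, after −1.84 in the glycerol-methanol feed, and Hsp90 ranged from −1.40 to 0.27. The ubiquitin-conjugating enzyme Ubc6 had 0.23 and the Hrd1 partner Hrd3 had 0.43. The genes given here as Ubc7 (PAS_chr3_0924) and Cue1 (PAS_chr3_0249) by their identifiers in Table S3 had −0.24 and 0.14. None of these 4 passed 2-fold in all libraries.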

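The 20 genes of UPR and ERAD had a median log2 fold change of 0.30 in methanol induction, above that of 85.6% of the random lists. Hrd1 (PAS_chr4_0444) was the 1 gene called higher, and 2 were called lower, Sec61 and eIF2a. In the glycerol-methanol feed the median was −0.23, with 2 genes higher and 3 lower. Rescaled without the 20 largest genes, these medians were 0.54 and −0.060, and with G_3 as reference the second was 0.10, above 0. Among the lists drawn from Tables S1 to S4, those of methanol assimilation, dissimilation and peroxins had the highest medians in methanol induction and those of glycolysis and the TCA cycle the lowest. The paper concludes that the UPR and ERAD pathways were not significantly regulated. It states this after describing Hrd1 and Png1 as upregulated while other parts of the degradation complex were not. It also describes Ire1 as upregulated in the glycerol-methanol feed and at M_12, and BiP and PERK as not upregulated. HAC1 is described there as upregulated from the glycerol feed through methanol induction, and a PDI gene only before and at the end of methanol induction. Sec61, eIF2a and the other PDI gene are described there as down-regulated.

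**Figure D7:**
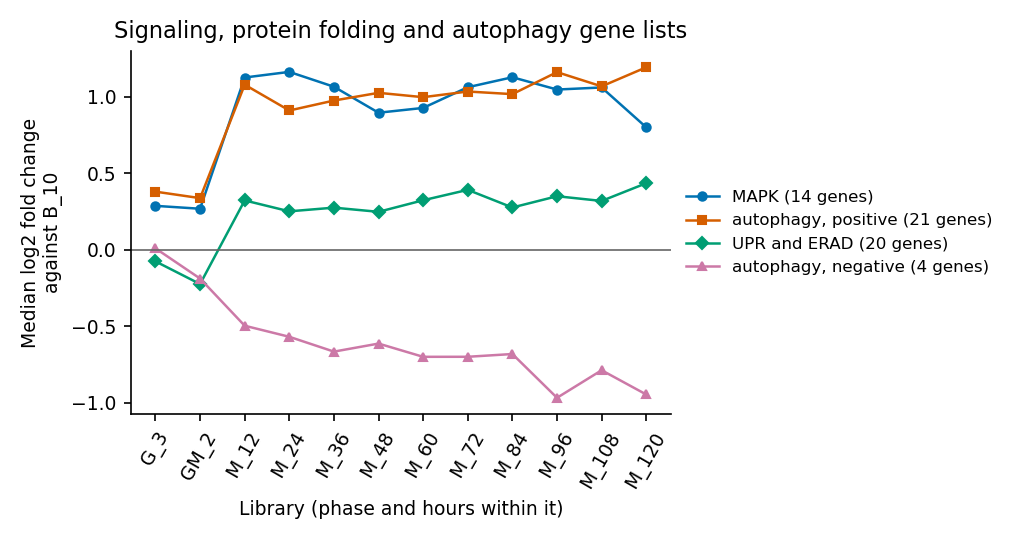
Median log2 fold change against the yeast cell culture (y axis) of the MAPK list, the UPR and ERAD list and both autophagy lists in each of the other 12 libraries (x axis), 1 point per library. The UPR and ERAD list reaches 0.43 at M_120, its highest value, and the MAPK list and the first autophagy list lie higher in every methanol library.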

The UPR and ERAD pathways are dynamic responses required for the coordinated disposal of misfolded proteins even in the absence of acute stress (Travers et al., 2000). However, the majority of the proteins involved in the UPR and ERAD pathways are upregulated at the M_120 (Figure 6 and Supplementary Table S3), and C4qzn3 which inhibits the *AOX*1 promoter (Parua et al., 2012), is significantly upregulated, indicating that the phytase yield in *P. pastoris* may become limited, leading to the accumulation of unfolded proteins.

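At M_120, 17 of the 20 UPR and ERAD genes were above the yeast cell culture, 10 of them by at least 0.5 on the log2 scale and 4 by at least 1, while 3 were lower by at least 0.5. The median at M_120 was 0.43. C4qzn3 (PAS_chr2-1_0809) had a log2 fold change of 0.26 at M_120, its highest value, against −0.31 to −0.08 in the other 9 methanol libraries.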

### The Upregulation of the Autophagy Pathway

Autophagy is a highly conserved catabolic pathway that maintains cellular homeostasis by removing damaged organelles and misfolded proteins, and replenishing biosynthetic precursors during starvation (Davies et al., 2015). In yeast, the limited number of genes that were shown to have products primarily involved in autophagy (and also in selective microautophagy) were unified under the name autophagy-related (*ATG*) (Wen and Klionsky, 2016). Starvation induces autophagy in part through deactivation of the nutrient-sensing TORC1 kinase. Deactivation of TORC1 promotes the recruitment of the most upstream set of autophagy-regulating proteins, members of the ATG1 complex, to the phagophore assembly site (PAS) (Hu et al., 2019). ATG1 not only promotes autophagy induction, but may also facilitate late stages of auto-phagosome biogenesis (Kijanska and Peter, 2013). In this study, the autophagy-related pathways like autophagy-yeast, mitophagy-yeast, and autophagy-other were almost all significantly upregulated during the methanol induction stage (*p*-Value < 0.05 and log2 fold changes > 0.50) (Figure 2), and ATG1 complex proteins and other autophagy-related proteins were significantly upregulated (*p*-Valuer < 0.05 and log2 fold changes > 0.90) apart from Tap42, Vps8, LCB1/2, and Vps39 (Figure 7 and Supplementary Table S4). 

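Most genes that Table S4 lists for autophagy were higher in methanol induction than in the yeast cell culture. ATG7 and ATG8, which conjugate and form the coat of the autophagosome, had log2 fold changes of 1.88 and 1.79, ATG2 1.59 and the membrane protein ATG9 1.32, each in all 10 libraries at least 2-fold higher. The vacuolar protease PRB1 was highest at 2.76. ATG1, the kinase that starts autophagy, had 1.67 with 0.92 to 2.19 over the 10 libraries and passed in 9, after −0.46 in the glycerol-methanol feed. Of the 21 genes, 5 passed 2-fold in every methanol library, 17 had a median of at least 0.9 and all 21 of at least 0.5. The kinase Sch9, by contrast, was highest in the glycerol-methanol feed at 2.49 and had 1.01 in methanol induction. The list also holds TOR, with 0.74 at M_12 and 1.33 at M_120. The paper states that starvation induces autophagy in part by deactivating the TORC1 kinase. A rise of the list is therefore not a rise of genes that promote autophagy alone.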

A report by Yorimitsu et al. (2009) revealed a previously unknown negative role for the Tap42-phosphatase pathway in the regulation of autophagy. Rab7-binding HOPS promotes endolysosomal trafficking in all eukaryotes. However, Vps8 overexpression abolishes the late endosomal localization of HOPS-specific Vps41/Lt and prevents HOPS assembly (Lorincz et al., 2019). Thus, Vps8 negatively regulates HOPS by outcompeting Vps41 to inhibit the autophagy pathway, leading to inhibition of the autophagy pathway. A separate study revealed that a direct interaction between LGG-2 and the HOPS complex subunit Vps39 is involved in autophagosome degradation (Manil-Segalen et al., 2014). It is also known that proteins Tap42, Vps8, LCB1/2, and Vps39 negatively regulate the autophagy pathway. Therefore, the down-regulation of these proteins observed in this study is likely to be beneficial to autophagy-related pathways (Figure 7 and Supplementary Table S4). 

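Tap42, a subunit of TOR-regulated phosphatases, had a log2 fold change of −0.80 in methanol induction, with −1.04 to −0.65 over the 10 libraries. LCB1/2, of sphingolipid synthesis, had −0.71, with −1.00 to −0.54, and the tethering factor Vps39 had −0.70, with −1.33 to −0.36. Vps8 had −0.58. All 4 were below the yeast cell culture in every methanol library, although the values of Vps8 and Vps39 at M_12, −0.36 each, are smaller than the shift of 0.38 that the rescaling without the 20 largest genes gives that library. None passed 2-fold in all libraries, and 7.7% of the random lists lay below the median of the 4 genes. LCB1/2 was lower in the late than in the early libraries by −0.27 (standard error 0.06, adjusted p = 0.0466 from limma).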

Observations under the electron microscope revealed that invagination of vacuoles during peroxisome degradation by microautophagy (micropexophagy) was a normal occurrence (Vanz et al., 2012; Burnett et al., 2015; Tripathi et al., 2016). Micropexophagy requires high levels of ATP (Ano et al., 2005) and appropriate levels are most likely available in the methanol induction phase primarily following dissimilatory methanol catabolism. They predominantly observed vacuolar enclosure for peroxisomes but not in HBsAg deposits (Vanz et al., 2012), indicating that vacuolar degradation pathways are not induced by recombinant protein accumulation; this phenomenon may have been facilitated by damaged peroxisomes. Autophagy of peroxisomes has been reported during the conversion of methanol to ethanol or glucose in *P. pastoris* (Vanz et al., 2012); however, autophagy was not reported when the same cells were grown in methanol alone. These events suggest that the constitutive autophagic cycle of peroxisomes may represent a housekeeping strategy employed by *P. pastoris* during methanol growth. This recycling strategy helps cells to deal with damage caused by reactive oxygen species produced by the oxidation of methanol; this is consistent with research published by Vanz et al. (2012). Indeed, constitutive pexophagy has been shown to be vital for the methylotrophic yeast species *Hansenula polymorpha* during growth on methanol. The latter experiment demonstrated that mutant cells with defects in autophagy displayed reduced vitality (Aksam et al., 2007) and autophagic degradation are rapidly performed in damaged peroxisomes in *H. polymorpha* (Van Zutphen et al., 2011). Thus, the autophagy pathways (Figure 2) and the ATG1 series proteins (Figure 7 and Supplementary Table S4) are almost all significantly upregulated during the ongoing methanol induction phase; however, the phytase yield always increased during the same phase. These results indicate that the upregulation of the autophagy pathway may not be related to phytase production but to the degradation of damaged peroxisomes.

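Over the induction, the genes of autophagy differed little between the early and the late libraries. The median of their late minus early differences was 0.16, and all but 1 of the 21 genes were higher in the late libraries. Between these libraries 7 of the 21 genes had an unadjusted exact permutation p under 0.05, but none passed with limma, over all genes or adjusted over the list alone. As a trend over the hours, limma called 1 gene over all genes and 3 adjusted over the list alone. The 1 gene was TOR, with a fitted rise of 0.42 (standard error 0.11, adjusted p = 0.0454 from limma). Its rise is not that of a gene that promotes autophagy, since the paper ties induction by starvation to deactivation of TORC1. The median of the list was 1.19 at M_120. ATG11, an adaptor for the degradation of peroxisomes, had 1.45 in the glycerol-methanol feed and 0.99 in methanol induction. From these genes being upregulated while the phytase yield rose, the paper proposes that autophagy is related to the degradation of damaged peroxisomes and not to phytase production.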

**FIGURE 7:**
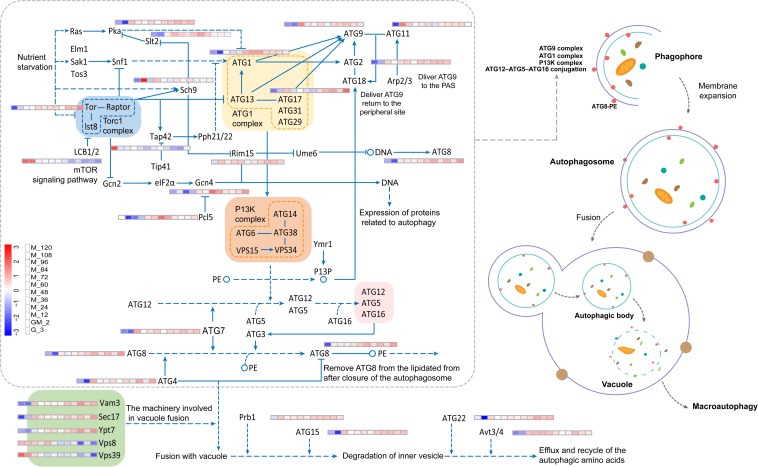
Changes in proteins involved in the autophagy pathway.

## Conclusion

*Pichia pastoris* is a well-established host system for heterologous protein expression in industry. Because this system still has many shortcomings, we conducted a 10000-L high-cell-density fed-batch fermentation and compared the results with previous studies (Liang et al., 2012; Vanz et al., 2012; Hesketh et al., 2013). Importantly, we increased the GM phase before the methanol induction stage. We subsequently investigated changes in the metabolic pathways of *P. pastoris* in all stages of our fed-batch culture by RNA-seq technology. The metabolic pathway changes during the GM phase predominantly occurred between the transitions to the glycerol growth phase and the methanol induction phase (Figure 2). In relation to carbon metabolism pathways, glycerol kinase (GUT1) and alcohol dehydrogenase (ADH) were remarkably upregulated during the adaptation period of GM, and AOX1 was also significantly upregulated during this stage (*p*-Value < 0.001 and log2 fold changes ≈ 6.30) (Figure 3). Furthermore, proteins associated with the fatty acid metabolism pathway are significantly upregulated during the adaptation phase of GM. These results indicate that the GM phase promotes the growth of *P. pastoris* cells (Cos et al., 2006; Potvin et al., 2012) when recombinant protein synthesis is initiated (Figure 1). The upregulated MAPK module in the MAPK signaling pathway includes the MAPKKK Ste11, the MAPKK Pbs2, and the MAPK Slt2. These observations suggest that the MAPK signaling pathway may be involved in maintaining cell growth by resisting damage caused by methanol (Shen et al., 2016). In addition, we predict that the MAPK signaling pathway might be primarily responsible for the methanol-stimulated signaling of regulated factors of the *AOX1* promoter (Figure 5B). Moreover, following analysis of the UPR and ERAD pathways as well as the autophagy pathway, we observed that phytase enzyme activity was still elevated in the later stages of fermentation (Figure 1); thus, the upregulation of the autophagy pathway during the methanol induction phase may be related to the degradation of damaged peroxisomes but not to the production of phytase. Our results describe the metabolic characteristics of *P. pastoris* during heterologous protein production under high-cell-density fed-batch cultivation. The study also provides a significant platform to further analyze *P. pastoris* protein expression, regulation and secretory mechanisms.

## Data Availability Statement

The gene expression data generated during this study have been submitted to the Gene Expression Omnibus (GEO) database of NCBI; a GEO accession number GSE142326 was assigned to these data.

## Author Contributions

CZ and ZH designed the manuscript. CZ performed the data analysis and wrote the manuscript. YM completed the Figures 6, 7. HM collated the samples. XT and BX performed the fermentation and tested the biomass and enzyme activity. QW and YLM prepared the experimental materials. ZH and CZ revised the manuscript. All authors read and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 https://www.ncbi.nlm.nih.gov/genome/?term=GS115

2 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE142326

3 http://www.genome.jp/kegg/

## Abbreviations

6PG: gluconate-6P
CTS: citrate synthase
DAK: triose/dihydroxyacetone kinase
DAS: dihydroxyacetone synthase
DHA: dihydroxyacetone
DHAP: dihydroxyacetone-P
DLD: dihydrolipoamide dehydrogenase
E4P: erytgrose-4P
ENOI: enolase I
F1,6BP, fructose-1: 6-P2
F6P: fructose-6P
FBAII, fructose-bisphosphate aldolase: class II
FBPI: fructose-1,6-bisphosphatase I
FCH: S-formylglutathione hydrolase
FDH: formate dehydrogenase
FLD1: S-(hydroxymethyl)glutathione dehydrogenase
Form: formaldehyde
FUM: fumarate
G1,3P: glycerate-1,3P2
G2P: glycerate-2P
G3P: glycerate-3P
G6P: glucose-6P
GAP: glyceraldehyde-3P
GAPD: glyceraldehyde 3-phosphate dehydrogenase
GPI: glucose-6-phosphate isomerase
GS-CH_2_OH: S-hydroxymethylglutathione
GS-CHO: S-formylglutathione
ISO: isocitrate
MAL: malate
MDH: malate dehydrogenase
ODE: 2-oxoglutarate dehydrogenase E2
OXA: oxaloacetate
OXAL: oxalosuccinate
PDE: pyruvate dehydrogenase E
PEP: phosphoenolpyrvate
PEX: peroxisomal
PGK: phosphoglycerate kinase
R5P: ribose-5P
RKI: ribose-5-phosphate ketol-isomerase
Rul5P: ribulose-5P
S7P: sedoheptulose-7p
SCS1: succinyl-CoA synthetase 1
SCS2: succinyl-CoA synthetase 2
SDH: succinate dehydrogenase
SUC: succinate
TAL: transaldolase
TK: transketolase
X5P: xylulose-5P.

# Supplementary material for: Transcriptomic Analysis of Pichia pastoris (Komagataella phaffii) GS115 During Heterologous Protein Production Using a High-Cell-Density Fed-Batch Cultivation Strategy
**Source:** Front Microbiol. 2020 Mar 20;11:463. doi: 10.3389/fmicb.2020.00463

Supplementary information

Table S1. The related proteins involved in carbon metabolism and oxidative stress metabolic pathway.

Table S2. The related genes involved in cell growth and AOX1 promoter regulation.

Table S3. The related genes involved in UPR and ERAD pathways.

Table S4. The related genes involved in the autophagy pathway.

Figure legend

Figure S1. Biomass and phytase enzyme activity with/without GM phase in the 100-L fermentation.

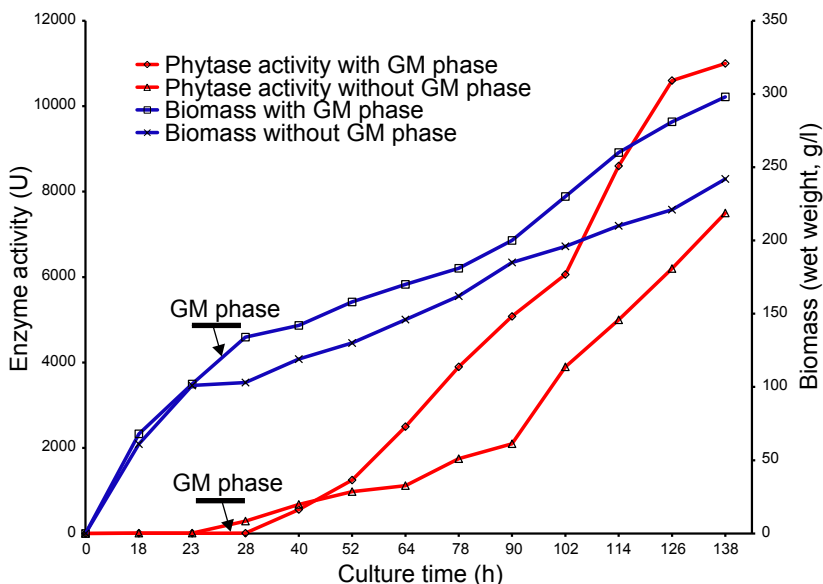

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

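RNA sequencing data of 13 samples of phytase-producing P. pastoris GS115 were used, which the paper describes as taken from 1 high-cell-density fermentation. The label of the first sample names a bench-scale batch instead. If the label is right, each fold change against that sample also compares fermentation scales; those with the glycerol feed as reference do not use it. The samples are the yeast cell culture at 10 h (B_10), the glycerol feed at 3 h (G_3), the glycerol-methanol feed at 2 h (GM_2) and 10 time points of methanol induction, 12 h apart, from M_12 to M_120. Every condition has 1 library. The sample labels number the strain upward through the methanol samples and their extraction text describes an animal tissue; all samples were taken as GS115 yeast, as the paper states.

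The authors sequenced paired-end reads, aligned them with Hisat2 2.0.5 and deposited FPKM values, 1 per gene and library, which already include scaling to library size and gene length. The reference genome and the gene annotation came, as the paper states, from the NCBI genome page for GS115. The build and release, and the tool that counted fragments, are not given in the sources used here, and the paper names its method for differentially expressed genes only by reference to an earlier study. The file holds 5439 identifiers. Of these, 5040 are annotated genes that match the reference table by locus tag, 352 are other identifiers and 47 are transcripts that the authors numbered outside the annotation.

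Depth was recovered from the FPKM values, since a low value multiplied by the length of its gene is a whole multiple of 1 fragment. In each library 86.4 to 96.1% of the values checked were whole within 0.01 fragments. The libraries held between 23594590 and 42750724 fragments. The ratio of recovered fragments to the divisor that the FPKM imply lay between 0.901 and 1.16. In each library 319 to 328 of the identifiers had an FPKM of 0. The median-of-ratios factors computed from the FPKM were the same in all 13 libraries, so the deposited values had already been scaled in this way or in one that gives the same factors.

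Values were analysed as log2(FPKM + 1) for the 5100 genes with a mean FPKM of at least 1. A gene was called between phases by a rule of size without a p-value, a log2 fold change of at least 1, which had to hold in the same direction in all 10 methanol libraries where these were compared. Methanol induction, the glycerol-methanol feed and the glycerol feed were compared with the yeast cell culture, and methanol induction with the glycerol-methanol feed. Comparisons that share B_10 or GM_2 are not independent of each other. Within methanol induction, limma 3.58.1 in R 4.3.3 was fitted with its empirical Bayes trend, once with the hours as covariate (8 residual degrees of freedom) and once for the 5 libraries from M_72 against the 5 up to M_60, with an adjusted p of 0.05 by Benjamini-Hochberg as threshold. The cut at 72 h was taken from the paper's statement about fatty acid genes in these same libraries. For the genes of Tables S1 to S4 the early and late libraries were also compared by an exact two-sided permutation test. Correlations over libraries were given two-sided permutation p-values from 100000 resamples. Other work was done in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

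The 11 gene lists and the 128 genes of the 4 supplementary tables were taken from the study. Each list median was set beside 10000 random lists of the same size, matched on deciles of mean log2(FPKM + 1). The text names the genes of Tables S1 to S4 and of the paper's text, whose values in those tables had been seen, the 10 genes with the largest changes in each direction of each comparison, the 2 highest and 2 lowest called members of a list, and the 10 genes with the largest FPKM. Genes without a name in these tables are counted, and no more than 2 that rose and 2 that fell are given by identifier, apart from a few counts of 5 or fewer that are spelled out. The comparisons, tests, lists, this rule and the alternatives were chosen before the data were examined, with the exceptions given in the closing section. The alternatives changed the pseudocount (0.1 and 5), the filter (none, or a mean FPKM of 10), the threshold (0.5 and 1.5), the reference library, the scaling, the methanol libraries used and the limma settings.

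The procedure was tested on simulated data. The rule of size was run on libraries made from the B_10 values with random noise, and limma on methanol libraries drawn from each gene's mean and residual spread, with changes given to genes of at least 10 FPKM. The rule of size recovered every change of 1.5 or more on the log2 scale and called no unchanged gene. Its noise had 1 fixed size, smaller than the spread of many table genes over the methanol libraries, which left little room for another outcome. Only the rule over all 10 methanol libraries was simulated, so the comparisons of 1 library with 1 other were not tested. limma recovered 24% of trends of 0.5 and 92% of trends of 1 over the induction, and 60% and 98% of early to late differences of these sizes, and it called 0.0612% and 0.122% of unchanged genes. Of 100 unchanged lists, 7 fell outside the central 95% of the random lists.

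KEGG pathway membership was not used here, so enrichment was not analysed. Lists by product description, which were planned, were not used, since the reference table holds no descriptions. A few genes of the study's lists are not reported here by themselves. Splicing, phosphorylation, enzyme activity, growth and the fermentations at other scales were not analysed here.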

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

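The comparison of gene values over all 5100 genes and the random lists for transcripts outside the annotation were chosen after the results were seen.

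Within methanol induction, the first time point stood apart most often. A library was singled out when its gap to the nearest of the other 9 was large for the whole range by Dixon's test at the 5% level, which chance alone gives in about 1 of 20 groups, and 11 of 118 groups tested had such a library. M_12 was singled out in 7 of them. The median of methanol dissimilation, which is that of its middle gene FGH, was 5.93 at M_12 and 5.48 to 5.67 in the other libraries. PGK was −2.25 at M_12, against −1.81 to −1.49. ADH was −1.81, against −1.23 to −0.57, and Sec61 was −1.48, against −1.29 to −1.11. The degradation genes Hrd3 and Hrd1 (PAS_chr4_0156) were 0.93 and 1.04 at M_12, against 0.29 to 0.59 and 0.34 to 0.66. Over all 5100 genes, 581 had a library apart, which was M_12 for 348 of them, M_120 for 120 and M_60 for 68. M_12 is the earliest sample of the phase and a single library, and no explanation was tested.

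The last time point stood apart in 3 values. The median of pyruvate dehydrogenase and the TCA cycle was −1.57 at M_120, against −1.39 to −1.20 in the other methanol libraries. C4qzn3 was 0.26 at M_120, against −0.31 to −0.08. The sum of all FPKM was 1.14e+06 at M_120, against 9.42e+05 to 1.04e+06. At M_60, ATG11 was 0.70, against 0.89 to 1.09 in the other libraries.

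Some genes moved in opposite directions in the glycerol-methanol feed and in pure methanol, relative to the yeast cell culture. There were 4 genes at least 2-fold higher in GM_2 and at least 2-fold lower in all 10 methanol libraries, with log2 fold changes of 1.12 and −2.55 for PAS_chr2-1_0874, 1.93 and −2.08 for PAS_chr2-2_0299, 1.28 and −3.23 for PAS_chr1-4_0553 and 1.02 and −1.21 for PAS_chr3_1239. The opposite held for 1 gene, PAS_chr1-1_0085, with −1.12 and 2.26. None of the 5 has a name in the tables used here, they are spelled out after their values were seen, and the difference between the phases was not tested, since GM_2 is 1 library.

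Genes outside those that the paper lists changed too. Of the 439 genes higher in methanol induction, 402 are not in Tables S1 to S4, which hold 128 of the 5100 genes. By share, 28.9% of the genes in the tables were higher and 8.09% of the others. Among the 38 transcripts that the authors numbered outside the annotation and that passed the filter, 10 were at least 2-fold higher in all 10 methanol libraries and none was lower. Their median log2 fold change was 0.87 in methanol induction, above that of all 10000 random lists, 0.55 in the glycerol-methanol feed and 0.21 in the glycerol feed, and 33 of the 38 were above 0. The random lists held 2.74 higher genes on average and 11 at most. No explanation was tested for this.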

How the results depend on the processing

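The rescaling of list medians, trends and early and late libraries without the 20 largest genes was chosen after the data had been seen, and the other alternatives were planned. Rescaling by median-of-ratios factors moved nothing, since the factor is the same in every library, and says nothing about stability. Of 176 values of named genes, 173 moved by less than the spread between the methanol libraries with a pseudocount of 0.1 and 62 with G_3 as reference, and none that passed 2-fold changed sign. At thresholds of 0.5 and 1.5 on the log2 scale, the genes called were 1786 and 299 in methanol induction (721 at 1), 2108 and 349 in the glycerol-methanol feed (852), 954 and 55 in the glycerol feed (166) and 1255 and 150 in methanol against the glycerol-methanol feed (428), as the thresholds imply. When the median of the methanol libraries had to pass, not all 10, 1272 and 887 genes were called against the yeast cell culture and the glycerol-methanol feed. With G_3 as reference 458 genes were called in methanol induction, and the cause was not tested. Leaving out each methanol library gave 722 to 806 and 429 to 478 genes for these comparisons, and the other pseudocounts, filters and references kept every such count within 1.5 times. The rescaling without the 20 largest genes, however, changed the balance of higher to lower genes, in methanol against the glycerol-methanol feed from 224 and 204 to 259 and 158. The median of methanol dissimilation was 4.84 in methanol and 2.82 in the glycerol-methanol feed with G_3 as reference. In this order, the medians were 0.68 and 2.83 for β-oxidation, −1.08 and −0.91 for glycolysis, −1.06 and −0.078 for the TCA cycle, 0.30 and 0.84 for the AOX1 regulators, 0.66 and −0.051 for MAPK, 0.37 and 0.10 for UPR and ERAD, and 0.78 and −0.093 for autophagy. The last 3 lists, none of them near 2-fold in the glycerol-methanol feed, thus had another sign there than with B_10, and 3 list medians no longer reached 1. Rescaled without the 20 largest genes, the medians in methanol and in the glycerol-methanol feed were 5.84 and 3.299 for dissimilation, 2.57 and 1.04 for peroxins, −1.13 and −0.90 for glycolysis, −1.06 and −0.20 for the TCA cycle, 0.63 and 1.08 for the AOX1 regulators, 1.28 and 0.42 for MAPK, 0.54 and −0.060 for UPR and ERAD, 1.27 and 0.48 for autophagy, −0.47 and −0.036 for its 4 negative genes, and 6.63 for assimilation in methanol. These shifts follow from the factors, which move the median log2 fold change of all genes by 0.13 to 0.38 in the methanol libraries. In methanol induction that median was −0.011 as deposited and 0.24 after this rescaling. M_12 alone gave 5.93 for dissimilation, 6.59 for assimilation, 2.56 for peroxins, −1.54 for glycolysis, 0.28 for the AOX1 regulators and −0.50 for the negative autophagy genes. M_120 alone gave 6.17 for assimilation, −1.57 for the TCA cycle, 0.80 for MAPK, 0.43 for UPR and ERAD, 1.19 for autophagy and −0.95 for its negative genes. Tests within methanol induction depended on single libraries. The 392 genes with a trend became 145 without M_120, 155 without M_24, between 155 and 225 without M_96, 225 without M_48, 255 without M_72 and 590 without M_12, and 121 when the hours were split into early and late. These 121 genes became 22 without M_108, 26 without M_24 or M_96, 34 without M_36 or M_120, 49 without M_72 or M_84, 61 without M_48 and 318 without M_12, and the cause was not tested. Rescaled without the 20 largest genes, the genes with a trend went from 143 of 392 falling to 373 falling, more than those that rose, and the early to late difference from 70 higher and 51 lower to 40 and 57, so which direction prevails depends on the scaling. The relation of Mxr1 and C4qzn3 had r from −0.86 to −0.65 (without M_120) when each library was left out and −0.38 over all 13 libraries. Depth limits the values of genes with few fragments, whereas 1 library per condition limits every comparison between phases, and no alternative tests this.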

Differences from the paper's values

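No test in this part was chosen after the results were seen; the alternatives named were set before the data were examined. A value was counted as different when it was off by more than the gene's SD over the 10 methanol libraries, or had the other sign. For a bound, it had to lie beyond the bound by more than the largest SD of the genes, or have the other sign. This SD is wide for some genes, such as 0.84 for ACSL2. By this rule, 15 of 17 values from the paper's text and 251 of 256 medians and values from its tables did not differ from those computed here. The paper gives a log2 fold change of 5.40 for Mxr1 in the glycerol-methanol feed, and the value here is 1.22. The paper's Table S2 gives 1.186 for the same gene and library, so its text and its table differ, and the value here lies near that of the table. In that library Mit1 had 5.38 here. For the Wsc genes the paper gives 0.75 as the lower bound in methanol induction, and the lowest library here has 0.37. Table S3 gives the paper's values of 0.1391 for Ubc7 and −0.2374 for Cue1 as medians over methanol induction, and those here are −0.24 and 0.14. For LCB1/2 in the glycerol-methanol feed, the paper's value is −0.02951 and that here is 0.013. Both are near 0, and over all genes of the tables the values here for that library lie above the paper's by a median of 0.039. These 5 differences remained with a pseudocount of 0.1. The paper's medians over methanol induction are 8.375 for FBA1-2 and 1.735 for ATG2, and those here are 8.23 and 1.59; both fell within the spread with a pseudocount of 0.1. With median-of-ratios factors all 7 remained, but these factors are the same in all libraries and so test nothing.

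Some directions that the paper states also differ. The paper's text states that PMP20 was not significantly upregulated, and its log2 fold change here was 9.30 in methanol induction and 3.37 in the glycerol-methanol feed. The paper's Table S1 gives 9.35 as the median over methanol induction and 3.369 for the glycerol-methanol feed, near the values here, so its text and its table differ. The paper states that MDH, SDH and CTS fell in methanol induction as GUT1 did, and their values against the yeast cell culture were 0.21, 0.17 and 0.11, while SCS1, SCS2, DLD and ODE were lower as it states. Against the glycerol-methanol feed, however, all 3 were lower in all 10 libraries, with −0.61, −0.65 and −1.10, so this difference depends on the reference. PEX7 is stated not to change with methanol, and had 0.94 in the glycerol-methanol feed and 0.63 in methanol induction, though it reached 2-fold in neither. The paper states that both ACSL genes were lower in methanol induction than in the glycerol-methanol feed, and ACSL1 was at 0.16. PDI (PAS_chr4_0844) is stated to be higher only before and at the end of methanol induction. It was higher at M_120, with 0.85, as the paper states, and had 0.58 in the glycerol-methanol feed, but its highest value was 1.03 at M_12. ACOX is printed in the text with an identifier that is not in the files, and the gene of Table S1 with this name was used.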

Other observations

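The tests of neighbouring genes, of the p-values in Tables S1 to S4, of Ubc7 and Cue1, of the 4 relations between genes and of the scaling without the 20 largest genes were chosen after the patterns were seen, and the tests of random splits and orders were planned.

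During methanol induction, 392 genes followed a linear trend over the hours with limma, of which 143 fell and the others rose, and 121 differed between the early and the late libraries. Which direction prevails depends on the scaling, since without the 20 largest genes 373 genes fell, more than rose. The counts also rest on single libraries: the 392 became 145 without M_120, 155 without M_24, between 155 and 225 without M_96, 225 without M_48, 255 without M_72 and 590 without M_12, and the 121 became 22 without M_108, 26 without M_24 or M_96, 34 without M_36 or M_120, 49 without M_72 or M_84, 61 without M_48 and 318 without M_12. In 100 random orders of the hours no more than 5 genes followed a trend, and in 100 splits of the libraries into 5 and 5, of which the real one was the only 1 to call as many, no other split called more than 1 gene. Random orders or splits of the libraries thus did not give such counts. Both checks treat serial samples as exchangeable, so they cannot exclude a slow drift along the series. Serial samples of 1 culture also say nothing about another. ACSL2 was the named gene with the largest fall, with a fitted change of −2.08 from 12 h to 120 h (adjusted p = 0.0152 from limma). The largest fitted fall over the hours was that of PAS_chr1-3_0215, which has no name in the tables used here, with −4.87 from 12 h to 120 h (adjusted p = 0.0315 from limma); it had 215 FPKM at M_12 and 17.0 FPKM at M_120. PAS_chr4_0784, which follows the glycerol kinase gene GUT1 in the numbering, fell with it in methanol induction, by 3.94.

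Some pairs of stress genes had high correlations over the induction. The pairs were picked for their patterns, so the p-values below, and their adjustment over 4 relations, do not test whether the relations hold. Hsp70 and Hsp90, chaperones of the cytosol, had Pearson's r of 0.96 (permutation p = 9e-05, adjusted 0.00036 over 4 relations) and Spearman's rho of 0.98 over the 10 methanol libraries, and r of 0.91 without M_12 and M_120. Both were lowest at M_12 and highest at M_120, with −1.61 and 1.64 for Hsp70, and their fitted rises over the hours, 1.82 and 0.98, missed the threshold (adjusted p = 0.0695 and 0.0774 from limma). Gcn4, which activates genes of amino acid synthesis, ranged from −0.26 to 1.33 against the yeast cell culture, and PCL5, a cyclin that Gcn4 induces, from −1.06 to 1.82. Their r was 0.96 (permutation p = 2e-04, adjusted 0.0004), rho was 0.82, and r was 0.86 without M_12 and M_60. With ATG1, PCL5 had r of 0.82 (adjusted permutation p = 0.0073) and Gcn4 0.72 (adjusted permutation p = 0.021). The libraries follow each other in time, so these p-values take them for more independent than they are.

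Genes higher in methanol induction lay next to each other more often than by chance. Of the adjacent pairs of annotated genes, 85 had both genes at least 2-fold higher in all 10 methanol libraries, whereas 10000 shuffles of the calls gave 35.3 on average and 58 at most, which excludes chance placement. For genes lower in methanol induction there were 22 such pairs against 15.7 on average, and 619 of the 10000 shuffles gave as many, so these are not beyond chance. In the glycerol-methanol feed, 107 pairs of higher genes stood against 45.4 on average and 70 at most, and 56 pairs of lower genes against 24.9 on average and 43 at most, so placement there was beyond chance in both directions. Pairs with at least 1 gene higher in methanol induction were split by the gap between the genes. Both genes were higher in 7.04% of those across gaps up to the median and in 13.8% across wider gaps (Fisher's exact p = 0.00427). Transcripts running on into the next gene would favour short gaps. The strands of the genes were not used, however, so pairs that run-on cannot reach were counted with the others. The split thus cannot decide how much run-on contributes. Shared regulation of neighbours may contribute, which was not tested. In the longest runs, DAS1 (8.46), PAS_chr3_0833 (2.29), DAS2 (9.20), Mit1 (3.36) and PAS_chr3_0837 (1.57) follow each other, and FGH and FBPI lie in another run of 5. PAS_chr3_0833 had a median of only 95.5 FPKM in methanol induction, between DAS1 at 6451 FPKM and DAS2 at 8254 FPKM. A small spill of reads from these neighbours was not excluded for it.

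The p-values of Tables S1 to S4 follow from the fold changes almost alone. Over these tables, the p fell with the absolute log2 fold change in almost perfect rank order (rho = −1.00), and every value from 0.815 on had a p under 0.05. The spread that turns the fold change into the p by a normal curve had a median of 0.418, with 0.411 to 0.522 between its 5th and 95th percentiles, and was 0.416 for genes under 50 FPKM and 0.417 for the others. These values are in line with 1 preset spread for all genes, and a coefficient of variation of 0.2 in each library would give 0.408. The paper's text does not state how the spread was set, and no biological explanation was tested.

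The values of Ubc7 and Cue1 in Table S3 fit the other gene of the pair. With the names as printed, the largest difference from the values here was 0.647, and with the 2 rows exchanged it was 0.048, against 0.202 as the largest for any other gene. An exchange of the rows is a candidate explanation, and which of name and values was moved is not known. Over all tables, 1465 of 1536 values lay within 0.1 of those computed here.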
